# Genetic background and oncogenic driver determines the genomic evolution and transcriptomics of mammary tumor metastasis

**DOI:** 10.1038/s42003-025-08624-5

**Published:** 2025-08-14

**Authors:** Christina R. Ross, Karol Szczepanek, Jack Sanford, Gabriel Needle, Tinghu Qiu, Larry Pearce, Maxwell P. Lee, Kent W. Hunter

**Keywords:** Cancer genomics, Cancer genomics

## Abstract

Metastasis remains a major cause of cancer mortality. This study, expanding upon previous findings in the MMTV-PyMT model, investigated four independent mouse models, representing luminal (MMTV-PyMT, MMTV-Myc), HER2-amplified (MMTV-Her2), and triple-negative (C3(1)TAg) breast cancer subtypes. Consistent with previous results, limited evidence for metastasis-associated somatic point mutations was found for all models. We also found that oncogenic drivers significantly influenced the number and size of metastasis-specific copy number variations (MSCNVs), but common driver-independent MSCNVs were rare. Furthermore, analyzing a cohort with varying genetic backgrounds while maintaining a constant oncogenic driver (PyMT) revealed that genetic background profoundly impacts MSCNVs. Transcriptome analysis demonstrated that oncogenic drivers strongly shaped metastasis-specific gene expression (MSGE), with each driver exhibiting distinct expression profiles. In contrast, MSGE in the PyMT-F1 cohort was more variable across strains. Despite the diversity of MSCNV and MSGE, functional analysis revealed that both mechanisms converge on the modulation of key cellular processes, including immune responses, metabolism, and extracellular matrix interactions. These findings emphasize the complex interplay between oncogenic drivers and genetic background in shaping the genomic and transcriptional landscapes of metastatic lesions.

## Abstract (web summary)

Genetic background and oncogenic driver determines the genomic evolution and transcriptomics of mammary tumor metastasis.

## Introduction

In the United States, breast cancer is the most frequently diagnosed cancer type and accounts for the third highest number of cancer-associated deaths annually. While patients with localized disease have a 5-year survival rate of 99.6% following tumor resection, the 5-year survival rate drops to 31.9% for patients with distant metastasis^1^. This disparity stems from the inability to effectively treat secondary lesions through either surgical resection or current therapeutic strategies. Metastatic tumors reside in microenvironments and exhibit therapeutic resistances that are distinct from those of the primary tumors, warranting further research and development to create new and more specific therapeutic strategies.

Unfortunately, despite many recent advances, the etiology and mechanisms driving metastasis remain unclear. The conventional model of metastatic progression was first proposed by Peter Nowell in 1976, who hypothesized that tumors arise from a single mutated cell and continue to acquire additional mutations that persist if they enable survival and growth^2^. In this model, clones continue to evolve within the primary tumor (PT), ultimately developing into subclones with metastatic ability. Recent increased access to DNA-sequencing technologies has enabled several clinical studies to characterize the genomic landscape of metastatic tumors^3–5^. However, although much of the data obtained to date is consistent with this hypothesis, no metastasis-driver mutations or acquired genomic aberrations have been identified in any cancer type. Indeed, current data suggest the acquisition of transcriptomic and epigenetic switching mechanisms, rather than mutations, drive dissemination and secondary tumor growth^6–9^.

To better understand the etiology of breast cancer metastasis, well-credentialed, physiologically relevant, and accessible experimental systems are required. Clinical data, while extraordinarily valuable, is difficult and expensive to obtain in large numbers, is experimentally limited, and is usually confounded by treatment, which may significantly influence data interpretation. Mouse models of metastatic cancer, therefore, provide a complementary experimental vehicle to assess the etiology of metastasis in a treatment-naïve, highly controlled setting. Indeed, several genetically engineered mouse models (GEMMs) have been developed to mimic the molecular subtypes of metastatic breast cancer found in patients. Our laboratory and many others have published extensively using the mammary-specific polyomavirus middle T antigen overexpression mouse model (MMTV-PyMT) to model the luminal B subtype of human breast cancers^6,10–12^. This model was developed in 1992 and faithfully recapitulates human breast cancer progression and metastasis to the lung^13,14^.

Previously, we performed genomic and transcriptomic analysis of the MMTV-PyMT model. By performing whole exome-sequencing (exome-seq) on genomic DNA (gDNA) from matched PT and lung metastatic (lung met) tissues, we showed that very few single-nucleotide variants (SNVs) occur in metastases at a high frequency that are not also found in the primary tumor and concluded that SNVs are an unlikely driver of metastasis^6^. In addition, we observed no obvious metastasis-associated translocations, but some metastasis-associated copy number variation (CNV). In this study, we expand upon this work to include both the MMTV-Myc and the C3(1)TAg models, as well as provide greater depth to our prior analysis of the MMTV-Her2 and PyMT models. In addition, we have further investigated how an individual’s personal ancestry might influence metastasis-associated genomic evolution in the MMTV-PyMT model by analyzing F1 animals generated from crosses between phylogenetically related mouse strains that exhibit significant differences in metastatic efficiency. Consistent with previous analyses, we confirm that SNVs with a metastasis driver function are not present in most of the animals analyzed, regardless of oncogenic driver or genetic background. However, we have identified genetic background as a strong determinant of PT stability, copy number region size, and gene-set enrichment within regions of gDNA gain or loss. Further, we show that gene expression at end-stage is not strongly correlated with CNV in our models. Finally, our work reveals no common gene or gene-set found within CNV, but rather cellular processes enriched in metastasis-specific gene expression and alternative splicing.

## Results

### Single nucleotide variants are unlikely drivers of metastasis

To evaluate the relative contributions of oncogenic driver and genetic background to the genomic landscape of primary tumors and lung metastases, we developed two mouse model cohorts (Fig. 1a). The first cohort, the “oncogenic driver” cohort, utilized four distinct mouse models of metastatic breast cancer, each with a unique oncogenic driver but identical FVB genetic background. The mouse mammary tumor virus (MMTV)-neu (Her2) line was used to model Her2-amplified (Her2+) breast cancer, a subtype representing approximately 17% of breast cancer patients^15,16^. The MMTV-Myc (Myc) line was used to model metastatic Myc-driven breast cancer, which is observed in approximately 30–50% of high-grade tumors^17^. The C3(1)/TAg-REAR (C3Tag) line was used to model a metastatic basal-like subtype, which is seen in 8% of breast cancer patients^18,19^. Finally, the N-Tg(MMTV-PyVT)634Mul/J (PyMT) line^20^, which forms tumors that are highly metastatic, was used to model activated tyrosine kinase-driven cancers, which represent 49% of Luminal B, 32% of Luminal A, 42% of Her+, and 7% of Basal-like tumors, or 40% of all breast cancers^21^. Thus, the “oncogenic driver” cohort was comprised of four groups, PyMT, Her2, C3Tag, and Myc, with the FVB genetic background held constant. For the second cohort, or “PyMT-F1” cohort, FVB-PyMT males were bred to females from seven different genetic backgrounds and tumor-bearing PyMT-F1 offspring were evaluated. The genetic backgrounds chosen constitute two pairs (MOLF and CAST, BL6, and BL10) and one group of three (AKR, BALB, SEAGN) closely related strains with inverse metastatic efficiency (high (H) or low (L)) (Fig. 1a and Supplementary data 1)^12^, permitting us to evaluate the contribution of genetic background on the genomic landscape with oncogenic driver held constant. We isolated genomic DNA (gDNA) from matched pairs of primary tumors (PT) and lung metastases (Lung mets) from both cohorts (Supplementary data 1) and performed exome-sequencing (exome-seq) (Fig. 1a).

**Fig. 1:**
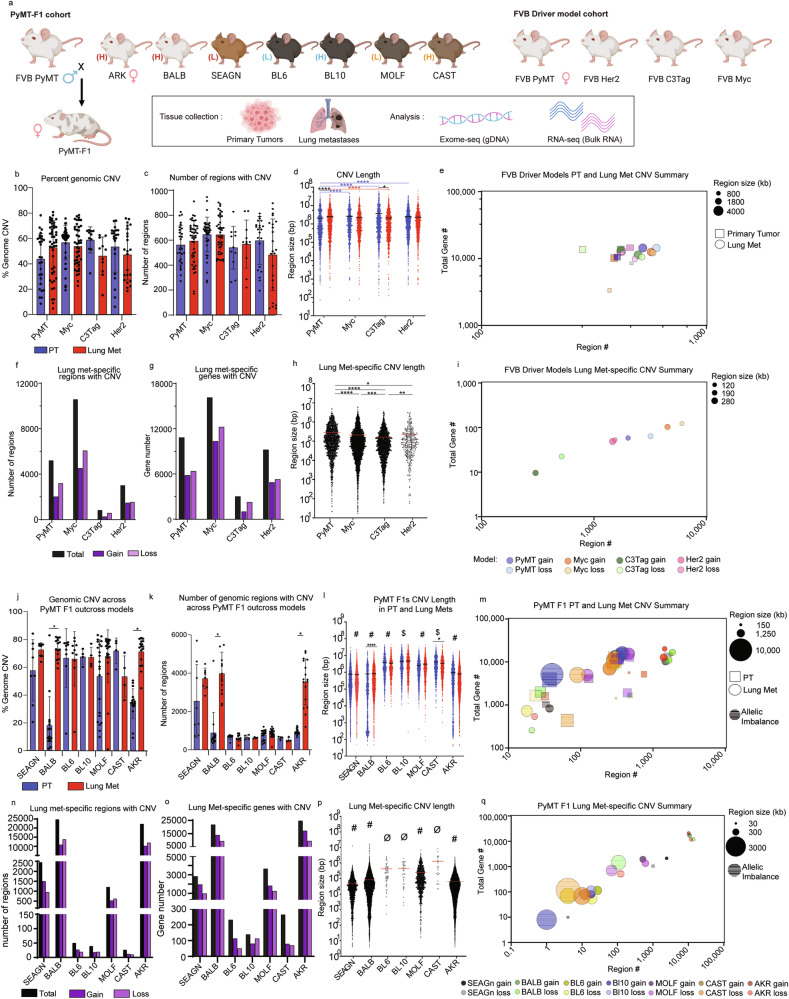
Model and genetic background shape MSCNV. **a** Schematic overview of mouse models, tissues collected, and analyses performed in this study. Histograms showing **b** the average percentage of the genome and **c** the average number of regions with CNV with standard deviation (SD), PT (blue), and lung mets (red). **d** Dot plot of individual CNV region lengths from aggregate data (the average indicated by black line). **e** Multivariate bubble plot showing average CNV number and aggregate total number of genes with CNV for PT (squares) and lung met (circles) from each model, with bubble size corresponding to CNV region size. Total number (black) of regions (**f**) and genes (**g**) with significant CNV gain (dark purple) and loss (light purple) in MSCNV. **h** Dot plot showing individual CNV region lengths from MSCNV (the average indicated by red line). **i** Multivariate bubble plot showing average CNV number and aggregate total number of genes with CNV for MSCNV (circles) from each model, with bubble size corresponding to CNV region size. **j** Histogram showing the average % of the genome and **k** average number of regions with CNV with SD, PT (blue), and lung mets (red). **l** Dot plot showing individual CNV region lengths from aggregate data with all animals per model combined (the average indicated by a line). **m** Multivariate bubble plot showing average CNV number and aggregate total number of genes with CNV for PT (squares) and lung met (circles) from each model, with bubble size corresponding to CNV region size. **n** Total number (black) of regions and **o** genes with significant CNV gain (dark purple) and loss (light purple) in Lung mets compared to PT. **p** Dot plot showing individual CNV region lengths from MSCNV (the average indicated by red line). **q** Multivariate bubble plot showing average CNV number and aggregate total number of genes with CNV for MSCNV (circles) from each model, with bubble size corresponding to CNV region size. Significance determined by Kruskal–Wallis test (**d**, **h**, **l**, **p**) or unpaired *t* test (**b**, **c**, **j**, **k**). *(*p* < 0.05), **(*p* < 0.01), ***(*p* < 0.001) ****(*p* < 0.0001), $ = significantly different from 6 groups, # = significantly different from 5 groups, ø = significantly different from 4 groups. Fig. 1a was generated using BioRender.

We have previously shown that high allele frequency, metastasis-specific SNVs were not found at consequential rates in a smaller mouse cohort^6^. Using the exome-seq data from this larger cohort described above, we expanded the number of individuals used for SNV analysis. Consistent with our previous data, high frequency, metastasis-specific SNVs were not observed, suggesting that common metastasis driver mutations, analogous to common tumor driver mutations, are not major drivers of tumor progression (Supplementary fig. 1). However, as previously demonstrated^6^, low frequency metastasis-specific SNVs were observed, suggesting that either there are many low frequency metastasis driver SNVs or subsets of patients in which metastasis-specific SNVs contribute to tumor progression. However, due to the low frequency of the potential metastasis driver SNVs, subsequent analysis focused on copy number variation (CNV) induced by regions of genomic gain or loss to determine whether genome rearrangement functioned as more frequent metastasis driving events. Herein, through use of Nexus Copy Number Software 10.0, we have evaluated CNV differences across sites (PT or Lung mets), both within and between cohorts.

### Oncogenic driver has little influence over CNV event number

We first evaluated the oncogenic driver cohort, visualizing PT and Lung met data separately for each FVB model, and calculated the average percent of the genome with CNV (Supplementary data 2). We observed no significant difference in the percentage of the genome with DNA gain or loss between PT and Lung mets, and no difference between oncogenic driver models (Fig. 1b). The average percentage of the genome with CNV ranged between 43–58% in PTs and 46–53% in Lung mets (Fig. 1b and Supplementary fig. 2). Similarly, the average number of regions with CNV did not differ significantly between tissue type or model (Fig. 1c and Supplementary data 2). To determine whether the high degree of CNV observed was the result of whole genome duplication, the samples were reanalyzed using the ABSOLUTE algorithm^22^. Unlike human tumors^23^, no evidence whole genome duplication was observed in the mouse samples.

Despite having a similar degree of CNV overall, we observed key differences in the size of DNA regions with amplification or deletion. While no significant differences were noted in the CNV length for the Myc and Her2 models, CNV regions in the PTs were shorter in PyMT and longer in C3Tag compared to their matched Lung mets (Fig. 1d and Supplementary data 3). When analyzing regions of gain or loss separately, we found that regions of DNA gain were significantly larger (3572–4057 kb) than those of loss (806–1340 kb) in PTs from three models (Her2, Myc, and PyMT), and in Lung mets from all models (2497–3483 kb gains, 1370–2330 kb losses) (Supplementary fig. 3a, b). However, despite these slight but consistent differences in CNV gain and loss length, the four FVB oncogenic driver models maintained a similar number of regions and genes impacted by CNV (Fig. 1e).

### Oncogenic driver determines metastasis-specific CNV event number and size

We next focused on metastasis-specific CNV (MSCNV) for each model, or regions altered in Lung mets but not PTs. Interestingly, oncogenic driver played a significant role in the number of MSCNV regions and the number of genes within them (Supplementary data 4). The Myc driven model had the highest number of MSCNV regions (10,576) impacting the highest number of genes (16,134), followed by PyMT (5198 regions, 10,823 genes), Her2 (3003 regions, 9213 genes), and C3Tag (818 regions, 3007 genes) (Fig. 1f, g and Supplementary data 4, 5). Regions of MSCNV were even shorter in length than the average Lung met CNV by around 10-fold, 200 kb compared to 2000 kb, respectively (Fig. 1h and Supplementary fig. 3c). Overall, there were small but significant differences in the average length of MSCNV between models (Fig. 1h). When evaluating CNV gain and loss separately, we again observed significant differences in the length of MSCNV regions in a model-dependent manner (Supplementary fig. 3c and Supplementary data 4). Myc and C3Tag MSCNV regions of gain were significantly longer than regions of loss, while the opposite was observed for PyMT, and no difference was observed for Her2. This data reveals an oncogenic driver-dependent influence on MSCNV number and size, thus impacting the number of genes with Lung met-specific CNV (Fig. 1i).

### Genetic background alters CNV event number and size

We next performed similar analyses on samples from our PyMT-F1 cohort to evaluate the contribution of genetic background to CNV when the oncogenic driver (PyMT) was held constant (Fig. 1a and Supplementary data 1). While the percentage of the genome impacted by CNV was similar in Lung met tissue across strains (53–73%), significantly less was observed in PTs from BALB and AKR F1 mice, at only 18.24% and 33.89%, respectively (Fig. 1j, Supplementary fig. 4a and Supplementary data 2). More specifically, BALB and AKR had fewer regions of CNV within PT gDNA compared to matched Lung met tissue (Fig. 1k). Interestingly, when comparing the number of regions of Lung met CNV between all F1s we noted a divergence where gDNA from BL6, BL10, MOLF, and CAST tissues had between 600 and 900 regions, but gDNA from BALB, SEAGN and AKR had 3000–4000 regions (Fig. 1k). Due to the heterozygous genetic background of the F1 PyMT mice, we were also able to assess regions of allelic imbalance. While gDNA from most strains had a similar number of regions with allelic imbalance in PT and Lung mets (18–40), CAST and MOLF, closely related wild-derived strains, had a much higher number (65–128) (Supplementary figs. 3d, 5 and Supplementary data 2).

When measuring CNV region size in tissue from PyMT F1s we observed an inverse relationship with region number. BL6, BL10, MOLF, and CAST F1 mice had larger regions of CNV than SEAGN, BALB, and AKR (Fig. 1l and Supplementary data 3). We theorized that this inverse relationship was likely responsible for the relatively constant percentage of the genome impacted by CNV, excluding BALB and AKR PTs. In addition to differences between strains, we also observed small but significant differences in the length of CNVs in Lung mets compared to PTs in CAST and BALB F1s (Fig. 1l). Analysis of region size was further broken down to genomic gains, losses, and allelic imbalance (Supplementary fig. 3e, f). Regions of genomic loss trended larger than those of gain in both PT and Lung mets, regardless of background (Supplementary fig. 32f). Further, in some F1 strains, the regions of allelic imbalance in PT and Lung met gDNA were significantly larger than the average CNV size. In strains with larger allelic imbalance, the size was roughly double the length of average CNV (Supplementary fig. 3e, f and Supplementary data 3). Taken together, PyMT F1 models have unique CNV fingerprints shaped by CNV region number and region size, therefore altering the number of genes impacted by CNV (Fig. 1m).

### Genetic background alters metastasis-specific CNV event number and size

We next focused on MSCNV among the PyMT-F1 cohort. First, the closely related BL6 and BL10 strain pair had the fewest number of MSCNV, with only 50 and 39, respectively (Fig. 1n and Supplementary data 4). Closely related BALB, SEAGN, and AKR had the highest number of MSCNV, ranging from 2448 to 24,650. Though both MOLF and CAST are wild-derived strains, they exhibited vastly different numbers of MSCNV regions, at 1201 and 26, respectively. Interestingly, the number of regions of allelic imbalance within MSCNV did not appear to correlate with strain-relatedness and ranged from a single region observed in BL10 F1s to 121 regions in AKR F1s (Supplementary fig. 3g).

As we observed with the oncogenic driver models (Fig. 1g), the number of genes impacted by MSCNV correlated closely with the number of regions, rather than the size of CNV region. BL6, BL10, and CAST had the smallest number of genes impacted by CNV, ranging from 139 to 264 (Fig. 1o and Supplementary data 5). BALB, SEAGN, and AKR had the highest number of genes contained within MSCNV, ranging from 2820 to 24,615 (Fig. 1n). Further, the number of genes altered by CNV appeared to be evenly distributed between regions of gain and loss. Finally, the number of genes found within regions of metastasis-specific allelic imbalance also correlated with the number of regions rather than region size (Supplementary fig. 3g-i).

MSCNV region size again followed an inverse relationship with region number. SEAGN, BALB, and AKR had the smallest regions of MSCNV, ranging from 49 to 83 kb, whereas CAST had the largest average size of 1250 kb (Fig. 1p and Supplementary data 4). Comparison of MSCNV length between F1 strains revealed that each strain had a statistically different MSCNV length from all other F1s, and only BL6 and BL10 were not statistically different from one another. When region size for MSCNV was further broken down to gDNA gain, loss, and allelic imbalance, we noted once again that regions of allelic imbalance were larger than gain or loss for six of the seven F1 strains, a difference that was statistically significant in BALB and AKR (Supplementary fig. 3i). Metastasis-specific regions of gain and loss varied greatly in size across F1 models, but there was little difference in size when comparing regions of loss and gain within the same F1 strain (Supplementary fig. 3i). Together, this data reveals that metastasis-specific CNV follows a linear trend between CNV region number and region length, as well as between region number and the number of genes with CNV, which is modulated in a strain-dependent manner (Fig. 1q).

### Genetic background shapes gene set enrichment in CNV

We next determined if specific genes or pathways were commonly enriched in MSCNV. For the FVB oncogenic driver models, 1676 genes were commonly found within regions of MSCNV across all four models, which accounted for 10-56% of the overall number of genes within MSCNV in each model (Fig. 2a and Supplementary fig. 6a). Gene ontology (GO) analysis of this common gene set revealed enrichment of cell adhesion, granzyme-mediated cytolysis, and T-cell viral response pathways (Supplementary fig. 6b and Supplementary data 6). Comparison of GO analysis performed with the MSCNV gene sets from each FVB model individually revealed 25 pathways commonly impacted by MSCNV: 11 immune-related, four metabolic, two developmental, and eight uncategorized (Fig. 2b, Supplementary fig. 6c and Supplementary data 7). Notably, one of the uncategorized pathways was *Cellular response to nicotine*, which we previously identified in a prior large transcriptomic study and showed that exposure to nicotine significantly increased mammary cancer metastasis in a mouse allograft model^11^.

**Fig. 2:**
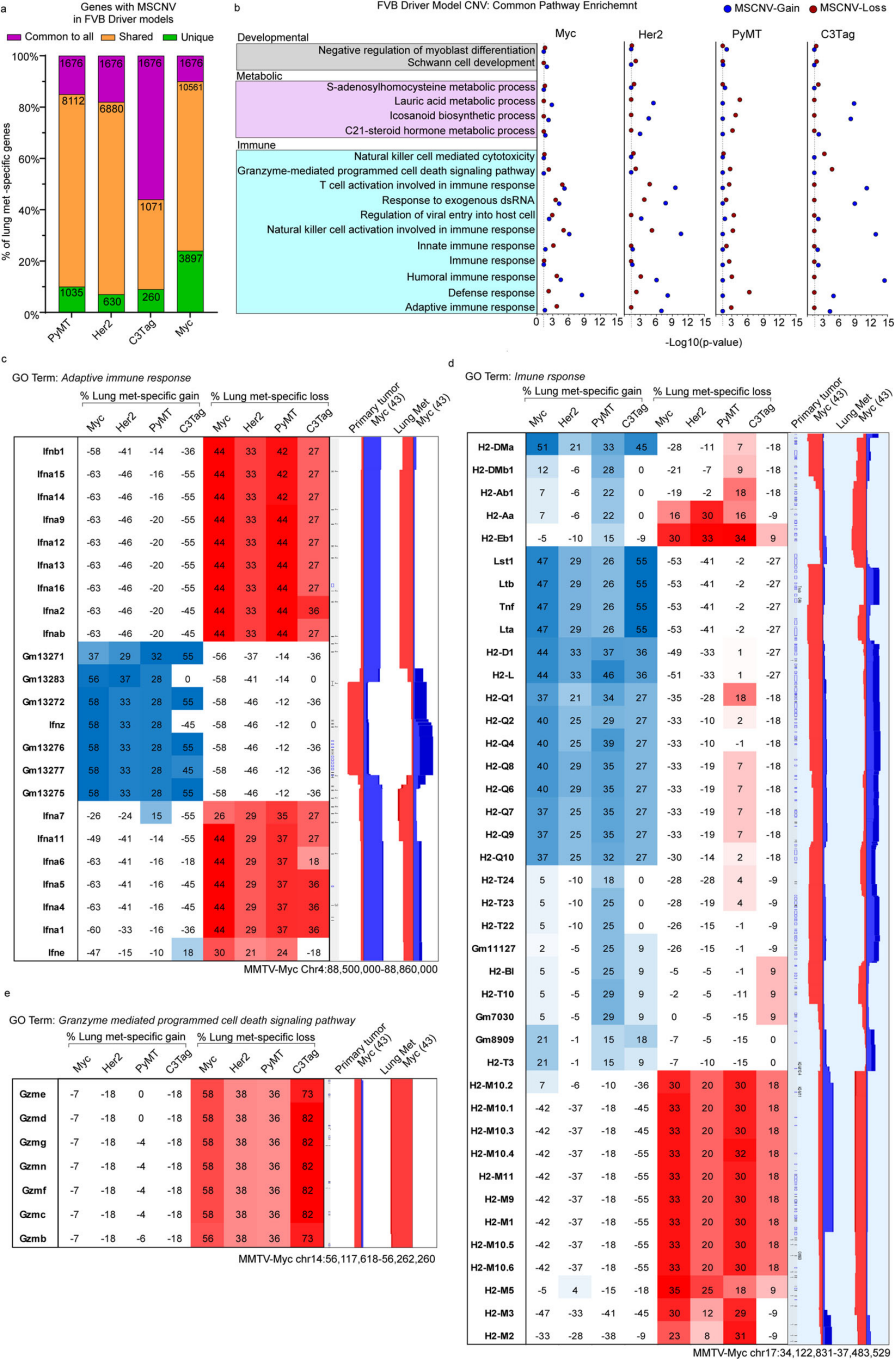
FVB driver models have metastasis-specific regions and gene families with CNV. **a** Histogram showing the percent overlap in MSCNV gene lists from each model. Numbers within bars indicate gene number common to all (purple), shared among some (yellow), or unique to each model (green). **b** DAVID analysis clustering of 1676 MSCNV genes common to all models with enrichment in CNV gain (blue) or loss (red) indicated by −Log10(*p* value) (dotted line indicates cutoff for significance (≥1.3). Heatmap indicating % lung met-specific gain in blue (% PT gain − % LM gain) and lung met-specific loss in red (% PT loss − % LM loss) for genes within a single genomic region from the **c** Adaptive immune response, **d** immune response, and **e** Granzyme mediated programmed cell death signaling pathway. CNV signal traces from PT and lung mets aligned using Nexus 10 genomic view and the Myc model data set.

Interestingly, several of the immune-related pathways contained CNV-altered gene families clustered within a single locus. Furthermore, pathways enriched by CNV had both significant metastasis-specific gain and loss (Fig. 2b). A 400 kb region of chromosome 4 was altered in six of the 11 immune-related pathways common to the oncogenic driver cohort MSCNV. Within this region, metastatic samples had genomic gain flanked on either side by genomic loss, but the inverse was observed in PTs (Fig. 2c). This locus contains a cluster of 23 interferon genes similar to a region housing several ortholog interferon genes on human chromosome 9 p21.3. Additionally, we identified a 3000 kb region on chromosome 17 with both metastasis-specific gain and loss. Within this locus are the 32 H2 genes that make up the major histocompatibility complex (MHC). Specifically, we observed a common amplification of H2-Q genes and deletion of H2-M genes in metastases and the inverse in PTs (Fig. 2d). A third region of interest was observed on chromosome 14 that stretched approximately 150 kb and included seven granzyme (Gzm) genes that can be found within two of the common immune pathways. We observed significant Lung met-specific deletion of this locus across all four FVB driver models (Fig. 2e). While several more loci were identified as major contributors to each enriched gene ontology, we noted that PyMT and Myc often aligned, but C3Tag and Her2 samples were more variable (Supplementary data 8).

We performed a similar analysis for the PyMT-F1 cohort. The 25 common pathways identified from the FVB oncogenic driver model analysis were compared to GO terms enriched in MSCNV from each F1 model individually using several two-group Venn diagram analyses. AKR had the highest overlap of 17 pathways, followed by BALB (6), SEAGN (2), and MOLF (1), while BL6, BL10, and CAST had no overlap (data not shown), suggesting that genes within regions of MSCNV are enriched in a genetic background-dependent manner, as F1s with the highest GO overlap were also the strains most closely related to FVB. Additionally, comparative analysis of gene lists from regions of MSCNV revealed that, except for in BALB F1s, most genes were subject to CNV in more than one strain but no genes were commonly altered in all strains (Fig. 3a, Supplementary fig. 6d and Supplementary data 5). Similarly, comparison of gene ontologies enriched by CNV were largely unique to each PyMT-F1 strain and there were no GO terms enriched by MSCNV across all strains (Fig. 3b, Supplementary fig. 6e and Supplementary data 9).

**Fig. 3:**
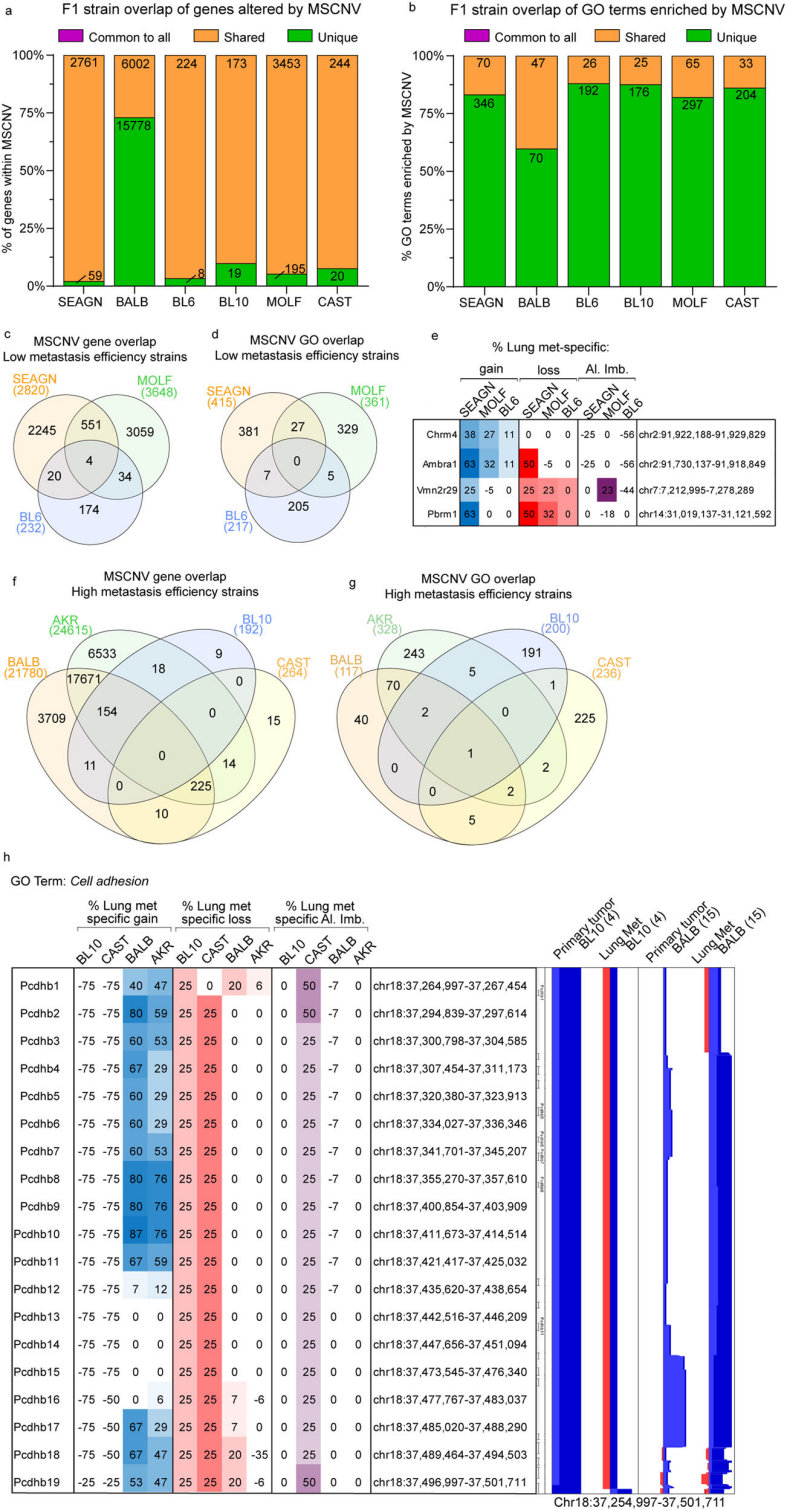
PyMT F1 models have no common gene sets or ontologies enriched by MSCNV. Histograms of the percent overlap in gene lists (**a**) and GO terms (**b**) enriched by MSCNV in each model. Numbers within bars indicate gene number common to all (purple), shared among some (yellow), or unique to each model (green). Venn diagram analysis of gene sets (**c**) and GO terms (**d**) enriched by MSCNV in low metastatic efficiency strains. **e** Heatmap indicating % lung met-specific gain in blue (% PT gain − % LM gain) and lung met-specific loss in red (% PT loss − % LM loss) for genes with MSCNV in low metastatic efficiency strains. Venn diagram analysis of gene sets (**f**) and GO terms (**g**) enriched in MSCNV from high metastatic efficiency strains. **h** Heatmap indicating % lung met-specific gain in blue (% PT gain − % LM gain), lung met-specific loss in red (% PT loss − % LM loss), and lung met-specific allelic imbalance (Al. Imb.) in purple (% PT Al. Imb. − % LM Al. Imb.) for genes with MSCNV in high metastatic efficiency strains from the Cell adhesion pathway within a single locus. CNV signal traces from PT and Lung mets aligned using Nexus 10 genomic view of the BL10 and BALB model data sets.

We previously reported differing metastatic efficiency of the mouse strains included in this study (Fig. 1a and Supplementary data 1)^12^. Therefore, we next asked if F1-PyMT metastases from strains with either high or low metastatic efficiency might have similar genomic evolution and common MSCNV. To test this, genes within CNV gain, loss, and allelic imbalance, as well as enriched GO terms were compared among strains with low (SEAGN, BL6, and MOLF) and high (BALB, AKR, BL10, and CAST) metastatic efficiency. For low metastatic efficiency strains, we identified four genes commonly altered by MSCNV, but no commonly enriched GO terms (Fig. 3c, d). The *Chrm4* and *Amrba1* genes are found within a region of metastasis-specific genomic gain on mouse chromosome 2 (human chr11 p11.2), whereas *Vmn2r29* and *Pbrm1* are found on mouse chromosome 7 and 14, respectively, and have MSCNV loss (Fig. 3e). In contrast, high metastatic strains revealed no common genes within regions of MSCNV, but all strains had enrichment of the *Cell adhesion* GO term (Fig. 3fg). Heatmap analysis showed high variability between strains for genomic gain or loss of factors within the *Cell adhesion* ontology gene list, except for a locus on mouse chr18 encompassing a stretch of 19 protocadherin genes (Fig. 3h and Supplementary data 4). BALB and AKR showed amplification of this region in metastatic tissue compared to PTs, whereas BL10 and CAST showed amplification within the PT DNA not seen in the metastases, therefore resulting in a comparative metastasis-specific loss in this region (Fig. 3h).

As well as genes within regions of loss and gain, we assessed imbalance between the FVB and non-FVB allele induced by CNV and enriched in Lung mets. Allelic imbalance of a common gene or gene set was not observed across this cohort (Supplementary fig. 7a). Additionally, we did not observe allelic imbalance common to strains with either high or low metastatic efficiency (Supplementary fig. 7b, c). However, when we observed allelic imbalance within each closely related strain pair, common regions of imbalance were identified. In BALB and SEAGN PyMT F1 mice we observed common allelic imbalance in two regions, Chr1qH3 and Chr11qB4 (Supplementary fig. 7d). Interestingly, four genes found within a region of amplification on Chr1qH3 had an allelic imbalance in BALB Lung mets that was not observed in the PTs, but SEAGN showed the inverse with allelic imbalance in the PT not observed in Lung mets. The second region encompassed three genes with allelic imbalance in both BALB and SEAGN PTs that was not enriched in Lung mets (Supplementary fig. 7d). These seven genes are similarly arranged within the human genome at loci Chr1 q23.3 and Chr17 p13.2, respectively. MOLF and CAST PyMT F1s also had two common regions of metastasis-specific allelic imbalance. A region of PT and Lung met genomic gain on Chr7q resulted in allelic imbalance in Lung mets from both strains (Supplementary fig. 7e). This locus houses 11 genes and corresponds to the human Chr10q26 which contains the same set of ortholog genes. A second region within mouse Chr18q was also a site of genomic gain and common Lung met-specific allelic imbalance, encompassing 10 genes that are also found together within human Chr5q31.3 (Supplementary fig. 7e). The third strain pair, BL6 and BL10, both had metastasis-specific allelic imbalance, but no common regions could be identified (Supplementary fig. 7f). Taken together, this data suggests that genetic background is a stronger determinant than oncogenic driver in shaping the enrichment of CNV-altered genes in the metastatic genome.

### Metastatic gene expression is not shaped by CNV

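Bulk RNA-seq measures the transcripts of every cell in a piece of dissected tissue, tumor cells and surrounding cells alike. The samples comprised 6 PTs and 6 Lung mets of FVB Her2, 7 PTs and 7 Lung mets of FVB C3Tag, 6 PTs and 6 Lung mets of FVB Myc, and 6 PTs and 6 Lung mets each of the BALB and SEAGN PyMT-F1 crosses, in which the FVB PyMT mouse was bred to another inbred strain. Her2, C3Tag, Myc and PyMT are the oncogenes that drive the mammary tumors. For the C3Tag RNA-seq the paper's Supplementary Table 1 lists 10 PTs against the 7 that were labelled as such here, and which of them entered the comparison was not settled. The strain of the PyMT-F1 samples was taken from the sample names, which match Supplementary Table 1, where another label gave a different strain. The authors aligned the reads in Partek Flow, counted them per gene, normalized the counts and compared Lung met with PT within each model, using Gene Specific Analysis for the driver models and DESeq2 for the PyMT-F1 models. The methods name mm9 in one paragraph and mm10 in another, and the BALB and SEAGN genes carry identifiers of the BALB/cJ annotation. What was analysed here are these comparisons, with a p-value, an FDR, a ratio of Lung met over PT and a normalized mean of each tissue per gene. The Myc comparison gave only a p-value and an FDR, so no direction was analysed for Myc. No value of an individual sample entered, so the depth of each sample is unknown and the spread between animals is known only through the authors' p-values. The FDR was recomputed from the p-values by the Benjamini-Hochberg method over 18208 genes in Her2, 19320 in C3Tag, 17905 in Myc, 17270 in BALB and 17351 in SEAGN. A gene was counted as MSGE in the driver models at a p-value under 0.05 with an FDR under 0.1, following the results text. In the PyMT-F1 models it was counted at an FDR under 0.05, following the methods. The paper is not uniform here, since its methods and the legend of Fig. 5f give an FDR under 0.05 for the driver models too. Each model was normalized separately, so levels were not tested between models. Another PyMT-F1 comparison, deposited under the strain AKR, was not used as data of AKR, and among the results for these models it entered only the similarity of group means and the number of tests adjusted for, because 269 of its 273 fold changes that could be compared equalled those the paper's Supplementary Table 17 gives for BL6.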

We next asked if genes in MSCNV regions were differentially expressed in the metastatic lesions by performing bulk RNA-sequencing (RNA-seq) of RNA isolated from matched PT and Lung met tissue collected from the oncogenic driver and PyMT-F1 cohorts. We found significant variation in the number of genes within regions of CNV that were expressed in metastatic tumors (Fig. 4a and Supplementary data 10). CAST had the lowest expression with only 8% of MSCNV genes found in the RNA-seq signal, but BALB had the highest with 58%. We next performed differential gene expression analysis between Lung mets and PTs for each model and asked if genes with MSCNV had altered expression compared to PTs (Supplementary data 11). Again, we observed high variability within the data, with the FVB-MYC model showing the lowest number of MSCNV genes with altered expression (0.01%), and PyMT F1-AKR showing the highest (33%). When we examined the genes within MSCNV that also had significant differential gene expression compared to the PT, we noted that the expression change did not correspond to the CNV type (gain or loss) (Fig. 4b, c). Taken together this shows a poor association between CNV type and direction of any changes in gene expression at the macro metastasis stage (Fig. 4d–n).

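The relation between copy number and expression was recomputed for FVB Her2 and FVB C3Tag over the genes of Supplementary Table 8, which gives the metastasis-specific gain and loss of pathway genes in percent of animals. Of its 415 entries, 324 genes had a single value in each model and were used, and 31 genes with conflicting values were left out. A positive value was read as more frequent in Lung mets, because the granzyme loci, which Fig. 2e shows as lost in Lung mets, have positive loss values. Across 197 of these genes, Spearman's rho between gain minus loss and the log2 fold change of Lung met over PT was -0.0265 in Her2 (two-sided permutation p = 0.710, adjusted p = 0.710 over 2 tests). Across 208 genes in C3Tag, rho was -0.112 (permutation p = 0.108, adjusted p = 0.216). Taking the gain alone moved the C3Tag value to -0.124, with an adjusted p of 0.152. Genes are not independent replicates, since neighbors share a copy number change. In Her2, 56.7% of 97 genes with net gain and 54.9% of 91 genes with net loss were higher in Lung met, which did not differ (Fisher's exact test, two-sided p = 0.883). In C3Tag the shares were 74.0% of 100 genes with net gain and 75.0% of 92 genes with net loss, again with no detectable difference (Fisher's exact test, p = 1.0). MSGE numbered 5 among these genes in Her2 and 11 in C3Tag. From the lack of correspondence between the kind of copy number change and the direction of the expression change, the paper concludes that the association between them is poor.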

**Fig. 4:**
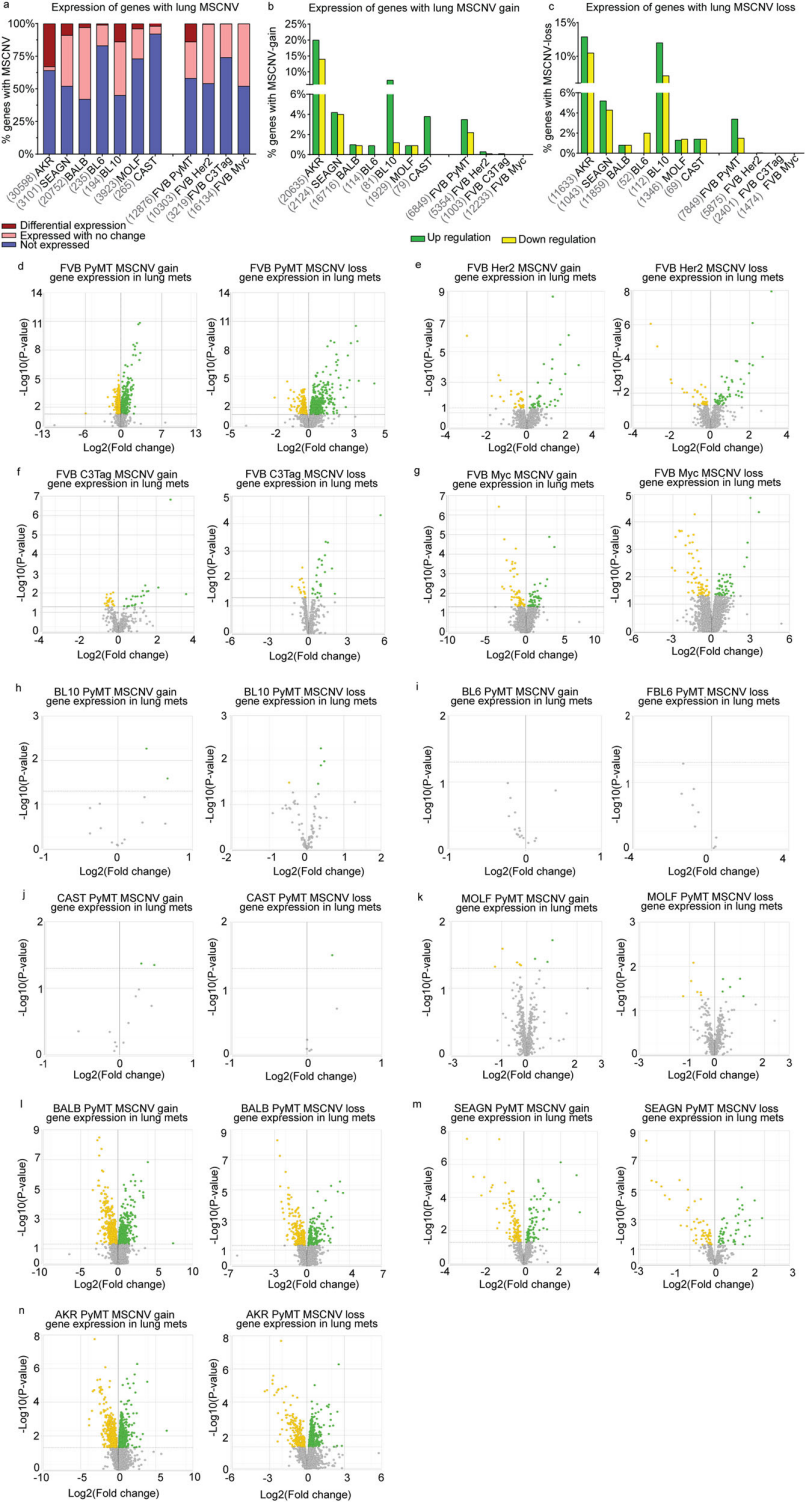
MSCNV does not significantly impact metastasis-specific gene expression. **a** Histogram of the percentage of genes with MSCNV that are not expressed (blue), expressed in lung mets with no change from PT (pink), and differentially expressed in lung mets compared to PTs (red). Numbers listed before each model name represent the MSCNV gene set size. Histograms showing the percentage of genes with MSCNV-gain (**b**) or MSCNV-loss (**c**) that had significant up regulation (green) or down regulation (yellow) in lung mets compared to PTs. Paired volcano plots for the MSGE of genes within regions of MSCNV gain or loss for each FVB driver model (**d**–**g**) and PyMT-F1 model (**h**–**n**).

### Oncogenic driver and genetic background shape metastatic gene expression

As MSCNV was not a major contributor to metastasis-specific gene expression (MSGE) within metastatic lesions, we analyzed our RNA-seq data to determine how oncogenic driver or genetic background impacted MSGE. To begin, all samples were visualized together by unsupervised principal component analysis (PCA), which resulted in four distinct clusters differentiated by oncogenic driver (Fig. 5a). When the analysis was limited to individual models within the oncogenic driver cohort there was no significant separation of PT and Lung met samples (Fig. 5b–e). Together, these results indicate that oncogenic driver is a stronger determinant of sample similarity than tissue type or genetic background.

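Similarity was described here by Spearman's rho across genes between the normalized group means in the authors' deposited tables, which hold no individual samples, so no principal components could be computed. Within a model, PT and Lung met means correlated at 0.990 in Her2 over 18208 genes, 0.967 in C3Tag over 19320, 0.984 in BALB over 17270 and 0.979 in SEAGN over 17351. Between driver models, the PT means of Her2 and C3Tag correlated at 0.868 over 17151 genes. Against the PyMT-F1 models, the rho of the PT means was 0.888 for Her2 with BALB, 0.881 for Her2 with SEAGN, 0.899 for C3Tag with BALB and 0.900 for C3Tag with SEAGN. The PT means of BALB and SEAGN, which share the PyMT driver and the gene annotation, correlated at 0.991 over 16633 genes. The models were normalized separately, and the driver and PyMT-F1 comparisons used different gene annotations, so a rho between models also carries these differences. The PyMT-F1 comparison deposited under AKR, which uses the annotation of the driver models, had PT means that correlated at 0.952 with Her2, 0.875 with C3Tag, 0.904 with BALB and 0.898 with SEAGN. Keeping only genes whose mean was at least 10 in both, the rho of the Her2 and C3Tag PT means was 0.852. Genes are not independent replicates, and the differences between these values were not tested. From the clusters in its principal component analysis, the paper concludes that driver determines sample similarity more than tissue or genetic background.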

**Fig. 5:**
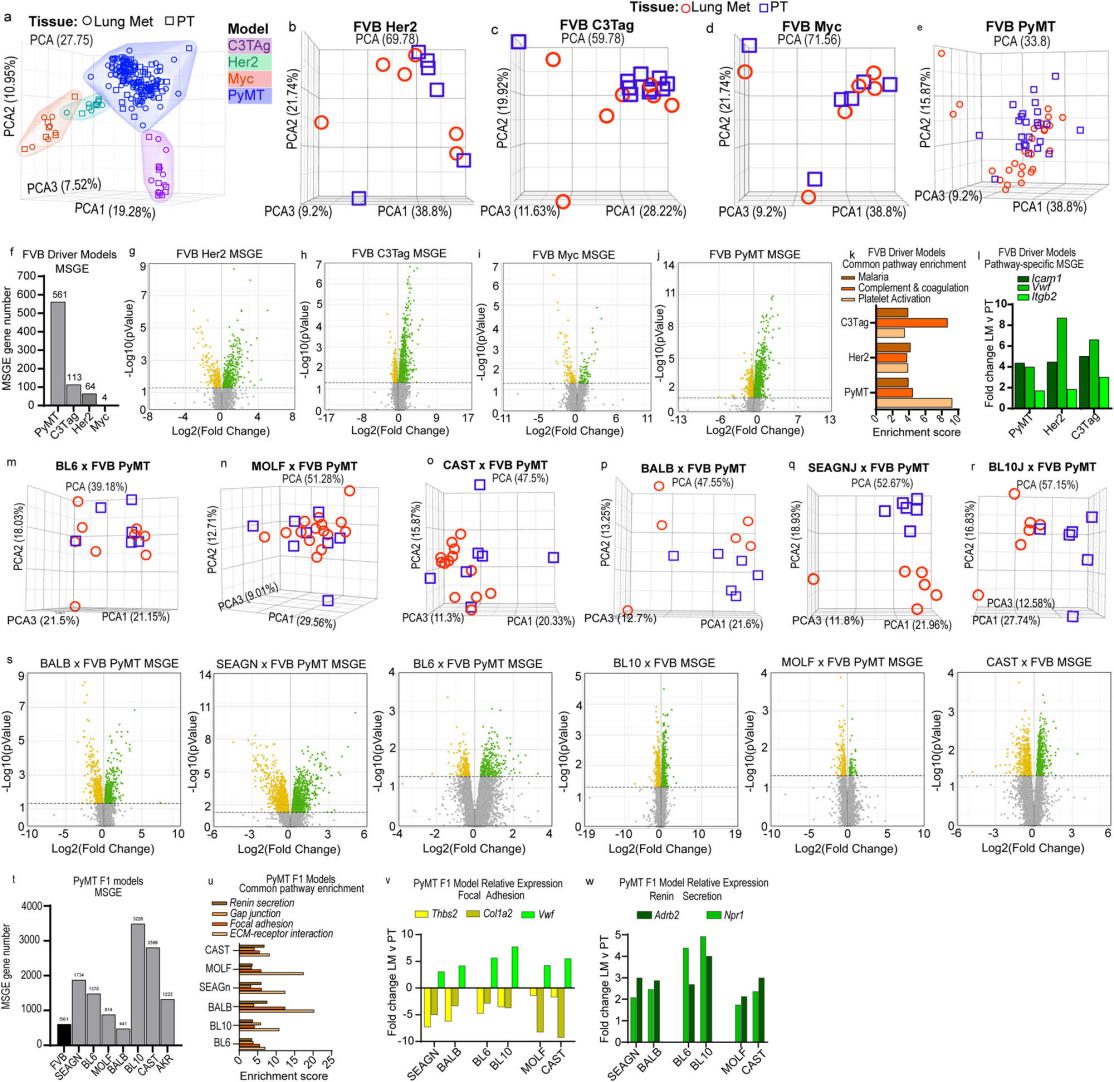
Metastatic gene expression is shaped by oncogenic driver and genetic background. **a** Unsupervised PCA of RNA-seq data from PT and Lung met tissues across all FVB driver and PyMT-F1 mouse models. Unsupervised PCA of individual PT and lung met samples from FVB Her2 (**b**), FVB C3Tag (**c**), FVB Myc (**d**), and FVB PyMT (**e**). **f** Histogram of the number of alternatively expressed genes in lung mets vs. PT for each FVB driver model (FDR < 0.05). Volcano plots with significantly up regulated genes in green and down regulated genes in yellow for MSGE in FVB Her2 (**g**), FVB C3Tag (**h**), FVB Myc (**i**), and FVB PyMT (**j**). **k** Histogram showing the enrichment score for commonly enriched pathways from MSGE of the C3Tag, Her2, and PyMT models. **l** Histogram showing the fold change of genes common to pathways enriched by MSGE. Unsupervised PCA of individual PT and lung met samples from BL6 (**m**), MOLF (**n**), CAST (**o**), BALB (**p**), SEAGN (**q**), and BL10 (**r**). **s** Volcano plots with significantly up regulated genes in green and down regulated genes in yellow for MSGE in the PyMT-F1 models. **t** Histogram of the number of alternatively expressed genes in lung mets vs. PT for each PyMT-F1 model (FDR < 0.05). **u** Histogram showing the enrichment score for commonly enriched pathways from MSGE of the F1-PyMT models. Histograms showing the fold change of common MSGE enriched in the Focal Adhesion (**v**) and Renin Secretion pathways (**w**).

Gene expression analysis comparing Lung met and PTs revealed that the extent to which MSGE differs from the primary tumor is also oncogenic driver-dependent. Using a cut-off of *p* < 0.05 and FDR < 0.1, the PyMT model had significant changes in the expression of 561 genes, C3Tag 113, Her2 64, and Myc only 4 genes (Fig. 5f and Supplementary data 11). 

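With the FDR recomputed from the p-values in the authors' deposited tables, 372 of 19320 genes were MSGE in C3Tag, 295 of 18208 in Her2 and 48 of 17905 in Myc, which is 1.93%, 1.62% and 0.268% of the genes compared. These recomputed FDR values equalled those in the authors' deposited tables, whose counts differ from the calls listed in Supplementary data 11. For Her2, 63 of the 64 genes that the paper lists there were compared and 51 were called. Unadjusted p-values under 0.05 numbered 2516 in C3Tag and 1775 in Her2, against 966 and 910 that chance alone would give. In Myc they numbered 692, fewer than the 895 given by chance. The stricter FDR under 0.05 moved the C3Tag count most, to 216, and left 201 genes in Her2 and 34 in Myc. Whether the counts differ between models was not tested, since the deposited comparisons hold no individual samples.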

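Among the 295 MSGE of Her2, 209 were higher and 86 lower in Lung met, a share of 70.8% higher (95% exact Clopper-Pearson interval 65.3 to 76.0%, two-sided exact binomial p = 5.63e-13 against 50%). Among the 372 MSGE of C3Tag, 310 were higher and 62 lower, a share of 83.3% (interval 79.1 to 87.0%, exact binomial p = 8.90e-41). Restricting MSGE to a fold change of at least 2 raised the C3Tag share to 92.0% of 300 genes, and in Her2 the share became 72.6% of 226 genes. An FDR under 0.05 gave 77.1% of 201 genes in Her2 and 88.4% of 216 genes in C3Tag. Genes regulated together are not independent, so these intervals and p-values describe the lists. By the smallest p-value, the genes higher in Her2 Lung mets were led by Mctp1, Foxf1 and Gprc5a and those lower by Fap, Fbn2 and Aoah. In C3Tag, Col4a3, Scnn1g and Aldh1a1 led the higher genes, and Lrrc15, Sfrp2 and Cacna1g the lower ones. Direction was not analysed for the 48 MSGE of Myc, of which Aldh1a1, Cilp and Pcdh17 had the smallest p-values.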

While the Her2 and Myc models showed an even distribution of up- and down-regulated genes, the PyMT and C3Tag models favored up-regulation of metastasis-specific genes (Fig. 5g–j). 

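Her2 and C3Tag shared 81 MSGE, out of 278 and 327 MSGE among the 17151 genes present in both comparisons, where 5.30 would be shared by chance (two-sided Fisher's exact test, odds ratio 27.8, p = 2.57e-74). All 81 changed in the same direction, 72 higher and 9 lower in Lung met. At an FDR under 0.05 the overlap was 52 genes. Myc shared 28 MSGE with Her2 and 25 with C3Tag. The list of FVB PyMT MSGE in Supplementary data 11 of the paper holds 562 genes here, where the paper's text gives 561. It contained 69 of the 295 Her2 MSGE and 96 of the 372 C3Tag MSGE, all in the same direction, and 6 of the 48 Myc MSGE. MSGE of all 3 driver models analysed here numbered 18, where 0.0116 would be expected if the models were independent, and 14 remained at an FDR under 0.05. These were Adam23, Ager, Akap5, Aldh1a1, C1qtnf7, Ccdc85a, Cilp, Col12a1, Eln, Lamp3, Ndnf, Pcdh17, Rtkn2, Scn3b, Serpinf1, Thbs2, Thy1 and Vwf, of which 12 were higher and 6 lower in Lung met in both Her2 and C3Tag. The PyMT list of the paper contains 6 of the 18. Pcdh17 (ENSMUSG00000035566) is a protein-coding gene on chromosome 14 of GRCm38 from 84443563 to 84539002, on the plus strand, in the GENCODE M21 annotation. In the authors' deposited table for Her2 its log2 ratio was 2.22 with an FDR of 0.00386. The authors' deposited table for C3Tag gives a log2 ratio of 2.79 with an FDR of 0.00104, and that for Myc an FDR of 0.00103. In Her2, 99.5% of genes had a lower log2 ratio than Pcdh17.

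**Figure D1:**
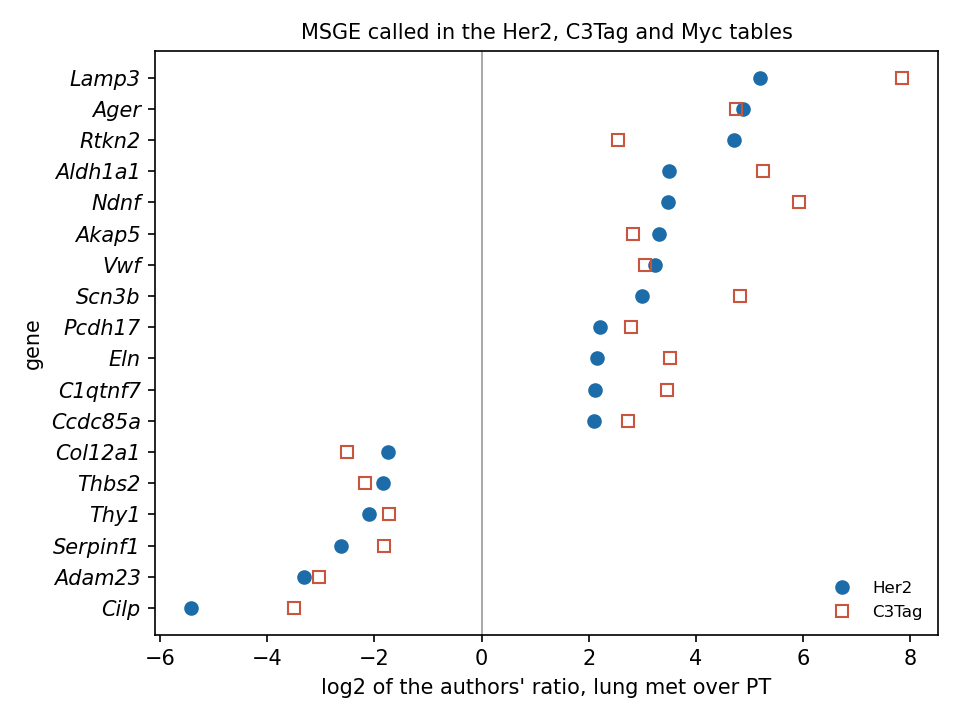
Log2 of the ratio of Lung met over PT (x axis) in the authors' deposited tables for the 18 genes called in Her2, C3Tag and Myc (y axis), with filled circles for Her2 and open squares for C3Tag. The 12 genes right of 0 were higher in Lung met in both models and the 6 left of it lower, and Myc is absent because its comparison gave no ratio.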

Alternatively, regulated genes in the C3Tag and Her2 models overlapped with those from PyMT, but only a single gene, *Pcdh17*, was commonly altered in metastatic tissue from all four models (Supplementary fig. 8a, b). According to The Genotype-Tissue Expression (GTEx) project, *PCDH17* is highly and specifically expressed in Lung tissue and therefore may simply represent the stroma in which the tumor cells reside (Supplementary fig. 8c). However, this is challenged by the observation that *Pcdh17* is also expressed in PT tissue in a genetic background-dependent manner in the PyMT-F1 cohort (Supplementary fig. 8d). 

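In PTs, the normalized mean of Pcdh17 in the authors' deposited table was 13.0 in BALB and 15.6 in SEAGN, and in Lung mets the authors' deposited table gives 113 and 125. The models were normalized separately, so the PT levels were not compared between strains. Within a strain, 14.2% of the 17270 genes of BALB and 17.0% of the 17351 genes of SEAGN had a lower PT mean than Pcdh17. Its log2 ratio of Lung met over PT was 3.12 in BALB (FDR 1.59e-14) and 3.00 in SEAGN (FDR 1.95e-14) in the authors' deposited table, higher than that of 99.9% and 99.7% of genes. In the driver models, the PT mean in the authors' deposited table was 41.1 in Her2 and 43.7 in C3Tag, above 21.3% and 21.7% of genes.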

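Across the 17151 genes compared in both Her2 and C3Tag, the log2 fold changes of Lung met over PT correlated with a Spearman's rho of 0.156 (two-sided permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 10 pairs of tables, the one deposited under AKR included). The sign was the same for 54.4% of genes. Pearson's r, which weighs large fold changes more, was 0.301 for this pair. It was higher for Her2 with BALB (0.488) and SEAGN (0.473), and for C3Tag with BALB (0.345) and SEAGN (0.375). The pairs with BALB and SEAGN were joined by symbol over fewer genes. Extreme fold changes without a small p-value can also move Pearson's r, so nothing is concluded from this order. Against the PyMT-F1 crosses, rho was 0.250 for Her2 with BALB over 12955 genes, 0.201 for Her2 with SEAGN over 12993, 0.206 for C3Tag with BALB over 13130 and 0.244 for C3Tag with SEAGN over 13146, each with an adjusted p of 1e-05. These correlations are across genes, which are not independent replicates, and whether the values of rho differ was not tested. Among genes compared in both, SEAGN shared 135 of 230 Her2 MSGE and 149 of 274 C3Tag MSGE, against 27.5 and 32.8 by chance. Of these, 133 and 147 had the same direction. With BALB, 75 of 231 Her2 MSGE and 83 of 271 C3Tag MSGE were shared. Myc shared 33 of 36 MSGE with BALB and 31 of 33 with SEAGN. These overlaps were not among the planned tests. From its MSGE data for these models, the paper concludes that MSGE is largely driver-dependent.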

Based on these data, we conclude that the MSGE of these models is largely oncogenic driver-dependent.

Similarly, GO analysis revealed that there were no Lung met-specific gene expression pathways common across all oncogenic driver models (Supplementary fig. 8e and Supplementary data 12). However, it was noted that the Myc model MSGE only enriched a single pathway, the *Wnt Signaling pathway*. 

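Enrichment was recomputed for the KEGG gene lists given in Supplementary Table 13 of the paper, with all genes compared in a model and carrying a symbol as background. The study chose these pathways from the same samples. In Her2, 8 of 99 Platelet activation genes were MSGE against 1.60 by chance (one-sided Fisher's exact test, odds ratio 5.46, adjusted p = 8.72e-04 over 9 tests). Malaria held 4 of 31 (odds ratio 9.10, Fisher's exact test, adjusted p = 3.39e-03) and Complement and coagulation cascades 4 of 39 (odds ratio 7.02, adjusted p = 6.41e-03). In C3Tag the MSGE numbered 9 of 99 (odds ratio 5.19, Fisher's exact test, adjusted p = 8.72e-04), 5 of 31 (odds ratio 9.91, adjusted p = 8.72e-04) and 4 of 39 (odds ratio 5.87, adjusted p = 9.83e-03) for the same lists. An FDR under 0.05 for MSGE raised the adjusted p of Malaria in C3Tag to 0.0703. In Myc each list held 1 MSGE, with adjusted p of 0.234, 0.103 and 0.112. With the FDR adjusted over the list alone, which is not independent evidence because the study picked the pathways on these samples, 15, 4 and 5 genes were called in Her2, 20, 9 and 7 in C3Tag, and 6, 1 and 1 in Myc.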

Three pathways, *Complement and coagulation cascades, Platelet activation*, and *Malaria*, were significantly enriched and shared by the Her2, C3Tag, and PyMT models (Fig. 5k). Interestingly, while these pathways are related by their involvement with red blood cell biology, the gene lists that define them overlap less than 7% (Supplementary fig. 8f). Upon assessment of the genes within each pathway, we noted that Her2, C3Tag, and PyMT enrich largely independent gene sets except for the cell adhesion molecules *Icam1, Vwf, and Itgb2* (Fig. 5l and Supplementary data 13).

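Over the 3 lists together, 13 genes were MSGE in Her2 and 15 in C3Tag, and 8 were MSGE in both, namely Adcy4, F2r, Gucy1a1, Icam1, Itgb2, Mylk, Thbs2 and Vwf. Of Icam1, Vwf and Itgb2, all 3 were called in Her2 and in C3Tag and 1, Vwf, in Myc. Icam1 (chromosome 9 of GRCm38, 21015985 to 21028817) had a ratio of 4.07 in Her2 and 5.38 in C3Tag in the authors' deposited table, with FDR of 0.00162 and 0.0624. For Vwf (chromosome 6, 125546774 to 125686679) the authors' deposited table gives 9.36 and 8.25, with FDR of 2.03e-05 and 0.00228. For Itgb2 (chromosome 10, 77530252 to 77565708) the authors' deposited table gives 1.65 and 3.38, with FDR of 0.0346 and 0.0311. The log2 ratio of Itgb2 exceeded that of 96.0% of genes in Her2 and 97.0% in C3Tag. Vwf is also a gene of the endothelium marker list used to describe the cell content of the tissues.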

RNA-seq data was next analyzed for metastasis-specific changes in transcript levels to assess model–specific splicing. Upon comparison of Lung mets and PTs from the oncogenic driver cohort, we identified a single transcript significantly altered in metastases compared to PTs and common to all models (Supplementary fig. 9a and Supplementary data 14). *Rnase4* isoform 2, and not isoform 1, was significantly increased in metastatic tissue compared to PT (Supplementary fig. 9b, c). *Rnase4* isoform 1 and 2 share the same promoter and coding exons but have unique 5’ untranslated regions (UTRs)^24,25^. 

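Rnase4 (ENSMUSG00000021876) lies on chromosome 14 of GRCm38 from 51091077 to 51106151 on the plus strand. It was not called at the gene level in Her2, C3Tag or Myc. Its FDR, recomputed from the p-values in the authors' deposited table, was 0.830 in Her2, 0.312 in C3Tag and 0.999 in Myc. The ratio of Lung met over PT in the authors' deposited table was 0.862 in Her2 (p = 0.391) and 4.05 in C3Tag (p = 0.0276), and 97.9% of C3Tag genes had a lower log2 ratio. Isoforms were not analysed here, since the comparisons are per gene. The annotation places Ang within the same interval on the same strand, so the authors' counting could split reads between both genes.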

We noted that overall expression of *Rnase4* remained unchanged, which may be explained by a compensatory, although non-significant, decrease of isoform 1 (Supplementary fig. 9b). We asked if Rnase4 might also be alternatively spliced in lung metastases across the PyMT-F1 cohort. A statistically significant increase in levels of isoform 2 was observed in BALB, SEAGN, and BL6, but not any of the remaining strains (Supplementary fig. 9d). Comparative analysis of splicing across the PyMT-F1 cohort revealed no commonly altered transcripts, suggesting that metastasis-specific splicing may be determined in-part by genetic background (Supplementary fig. 9e).

We next asked how genetic background could shape gene expression programs in macro-metastases. Upon visualization of PT and Lung met gene expression by unsupervised PCA for each PyMT-F1 strain, we observed no distinct separation between tissue types for BL6, MOLF, and CAST (Fig. 5m–o), but distinct clustering of samples by tissue in BALB, SEAGN, and BL10 (Fig. 5p–r). 

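In SEAGN, 1885 of 17351 genes (10.9%) were MSGE, with 3976 genes at an unadjusted p-value under 0.05 against 868 by chance, and a fold change of at least 2 either way left 755. In BALB, 490 of 17270 genes (2.84%) were MSGE, with 2110 against 864 by chance. Genes without a symbol made up part of these, and 1733 SEAGN and 442 BALB MSGE carried a symbol, a count chosen after seeing the data. Of the SEAGN MSGE, 52.7% were higher in Lung met (993 against 892, two-sided exact binomial p = 0.0212), and with a fold change of at least 2 the share turned to 46.2% (exact binomial p = 0.0415). Of the BALB MSGE, 41.4% were higher (203 against 287, exact binomial p = 1.71e-04). By the smallest p-value, Ager, Clic5 and Chil3 led the genes higher in SEAGN and Dclk1, Lum and Col12a1 the lower ones. In BALB, Lrp2, Ager and Lamp3 led the higher genes and Thy1, Serpinf1 and Fbln2 the lower ones.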

The heterozygous PyMT F1s had a higher degree of MSGE compared to homozygous FVB PyMT samples, with the number of altered genes ranging between 814 and 3226 for BL6, BL10, SEAGn, MOLF, and CAST (Fig. 5s, t and Supplementary data 11). Comparison of the MSGE between the F1s using a six-part Venn diagram analysis showed that close genetic background did not always correspond with highest overlap in MSGE (Supplementary fig. 10a). MOLF, BL6, and BALB MSGE were most similar to their corresponding strain pairs, CAST, BL10, and SEAGN, respectively, with about 50% of the MSGE in these strains overlapping with the MSGE of their closely related counterparts. However, SEAGN had the highest overlap in MSGE with CAST, while CAST and BL10 strains had a higher percentage of overlap with one another. Furthermore, we noted that MSGE was also highly individualized between F1 strains, with unique changes in gene expression accounting for 23–58% of MSGE (Supplementary fig. 10a). 

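BALB and SEAGN shared 275 MSGE, out of 459 and 1798 among the 16633 genes compared in both, where 49.6 would be shared by chance (two-sided Fisher's exact test, odds ratio 14.4, p = 4.69e-150). This is 59.9% of the BALB MSGE and 15.3% of the SEAGN MSGE. All but 1 of the shared genes changed in the same direction, 133 higher and 141 lower in Lung met. At an FDR under 0.1 the share of BALB MSGE was 61.1%. The log2 fold changes of the pair correlated with a Spearman's rho of 0.456 across genes, which are not independent (permutation p = 1e-05, adjusted p = 1e-05 over 10 pairs), and 67.5% of genes had the same sign. MOLF, CAST, BL6 and BL10 were not analysed here.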

Only 60 genes were common to MSGE of all strains (1.9–13.6% of total MSGE for each F1 strain), and these were enriched for extracellular matrix, cell adhesion, autophagy factors, and glycoproteins as determined by DAVID analysis (Supplementary data 15)^26,27^.

Further GO analysis was performed using the MSGE for each PyMT-F1 strain (Supplementary data 16). Venn diagram analysis of the enriched pathways revealed *ECM-receptor interaction*, *Gap junction*, *Focal adhesion*, and *Renin Secretion* as four pathways commonly enriched by MSGE across all PyMT-F1s (Fig. 5u). 

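The 4 KEGG lists were taken from Supplementary Table 17 of the paper and tested in BALB and SEAGN with one-sided Fisher's exact tests, adjusted over 12 tests that include the comparison deposited under AKR. ECM-receptor interaction held 15 MSGE among 73 genes in BALB (odds ratio 8.54, Fisher's exact adjusted p = 4.54e-08) and 25 among 72 in SEAGN (odds ratio 4.01, adjusted p = 1.94e-06). Gap junction held 6 among 68 in BALB (odds ratio 3.13, Fisher's exact adjusted p = 0.0201) and 14 among 66 in SEAGN (odds ratio 2.02, adjusted p = 0.0223). With MSGE at an FDR under 0.1, the Gap junction list in BALB reached an adjusted p of 0.0630. Focal adhesion held 19 among 178 in BALB (odds ratio 3.95, Fisher's exact adjusted p = 7.78e-06) and 37 among 174 in SEAGN (odds ratio 2.04, adjusted p = 5.45e-04). Renin secretion held 6 among 52 in BALB (odds ratio 4.22, Fisher's exact adjusted p = 6.22e-03) and 14 among 52 in SEAGN (odds ratio 2.76, adjusted p = 3.36e-03). With the FDR adjusted over the list alone, which is not independent evidence since the study chose the pathways on these samples, BALB had 19, 7, 22 and 9 genes and SEAGN 33, 17, 46 and 18 in the order above. Both strains called 12 ECM-receptor interaction, 4 Gap junction, 12 Focal adhesion and 4 Renin secretion genes.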

The genes included in the KEGG *ECM-receptor interaction* and *Gap junction* pathways overlap with the *Focal adhesion* pathway by 74% and 30%, respectively, but not one another (Supplementary fig. 10b). As such, when we compared the MSGE of each pathway between strains we identified four commonly altered genes (*Thbs2, Col1a2, Vwf*, and *Egflam*) from the *Focal Adhesion* pathway that were also found within either the *ECM receptor interaction* or *Gap junction* pathways (Fig. 5v and Supplementary data 17). Furthermore, three genes (*Adrb2, Npr1*, and *Acer2*) from the *Renin Secretion* pathway were upregulated in the MSGE of all F1 strains (Fig. 5w). 

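All 4 of Thbs2, Col1a2, Vwf and Egflam were MSGE in both BALB and SEAGN. Thbs2 had a ratio of Lung met over PT of 0.161 in BALB and 0.137 in SEAGN in the authors' deposited table, and Col1a2 had 0.300 and 0.200. Only 0.191% of BALB genes and 0.179% of SEAGN genes had a lower log2 ratio than Thbs2. In the authors' deposited table, Vwf was higher with ratios of 4.19 and 3.08, and Egflam with 2.54 and 2.63. FDR values in the authors' deposited table ranged up to 0.00321, for Egflam in BALB.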

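Npr1 and Acer2 were MSGE in both BALB and SEAGN, and 98.7% of BALB genes had a lower log2 ratio than Npr1. Ratios of Lung met over PT in the authors' deposited table were 2.46 in BALB and 2.08 in SEAGN for Npr1, with FDR of 0.0404 and 0.0223. For Acer2 the authors' deposited table gives 2.08 and 2.55, with FDR of 2.02e-08 and 1.04e-19.

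**Figure D2:**
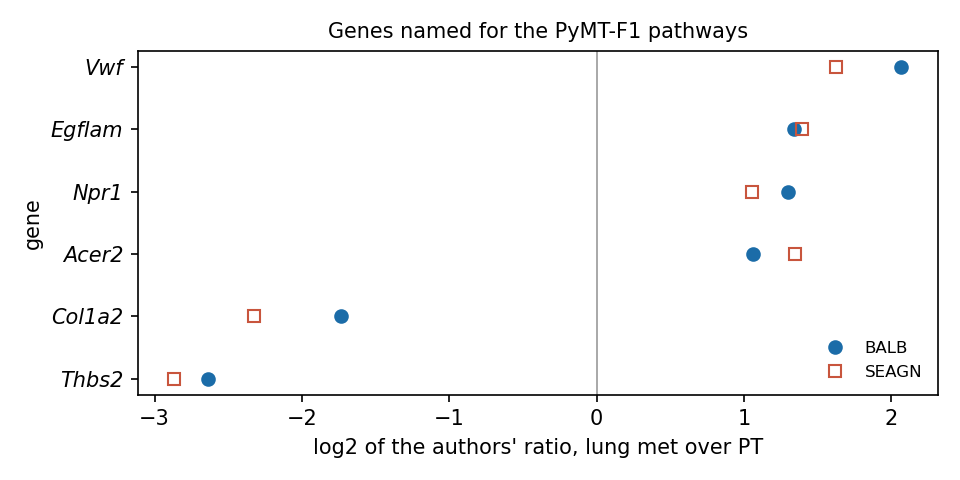
Log2 of the ratio of Lung met over PT (x axis) in the authors' deposited tables for 6 genes named for the Focal adhesion and Renin secretion pathways (y axis), with filled circles for BALB and open squares for SEAGN. Thbs2 and Col1a2 lie left of 0 in both strains and the other genes right of it.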

Based on GTex project data, none of these commonly altered genes are Lung-specific, all are expressed in breast tissue, and some are ubiquitously across many tissues (Supplementary fig. 10c). In summary, while the same pathways were enriched by all strains, each F1 appears to modulate gene expression differently to achieve enrichment of these pathways.

### MSCNV and MSGE from both cohorts target common cellular processes

Analyses conducted in this study sought to identify commonalities between models. However, in many instances, particularly among PyMT-F1s, the models were more unique than similar. Indeed, we noted that the oncogenic driver models had 38–72% of MSCNV enriched pathways that were unique to each model, and the altered genetic background of the PyMT-F1 cohort resulted in no commonly enriched genes or pathways from MSCNV, but rather 60–88% unique pathways in each F1 strain (Fig. 2a and Fig. 3a). To visualize and summarize the differences between models the top 70 GO terms from MSCNV gain and loss were sorted into thirteen categories and the percent of each category within the top pathways presented as heatmaps (Fig. 6a and Supplementary data 7, S9). Immune (cyan) and metabolic (pink) pathways were dominant across all four oncogenic driver models, in both MSCNV gain and loss. However, each model displayed a unique distribution of pathways, and MSCNV gain and loss were also distinct within the same model, which was most pronounced in the C3Tag model (Fig. 6a). MSCNV loss among the PyMT-F1 BALB, AKR, and SEAGN models most closely resembled the distribution observed in the oncogenic driver models, with immune and metabolic pathways dominant, but developmental pathways (gray) were the most significantly enriched across this cohort. From this analysis, we conclude that despite exploiting the same oncogenic driver, genetic background has a stronger influence on the genes enriched within MSCNV (Fig. 6a).

**Fig. 6:**
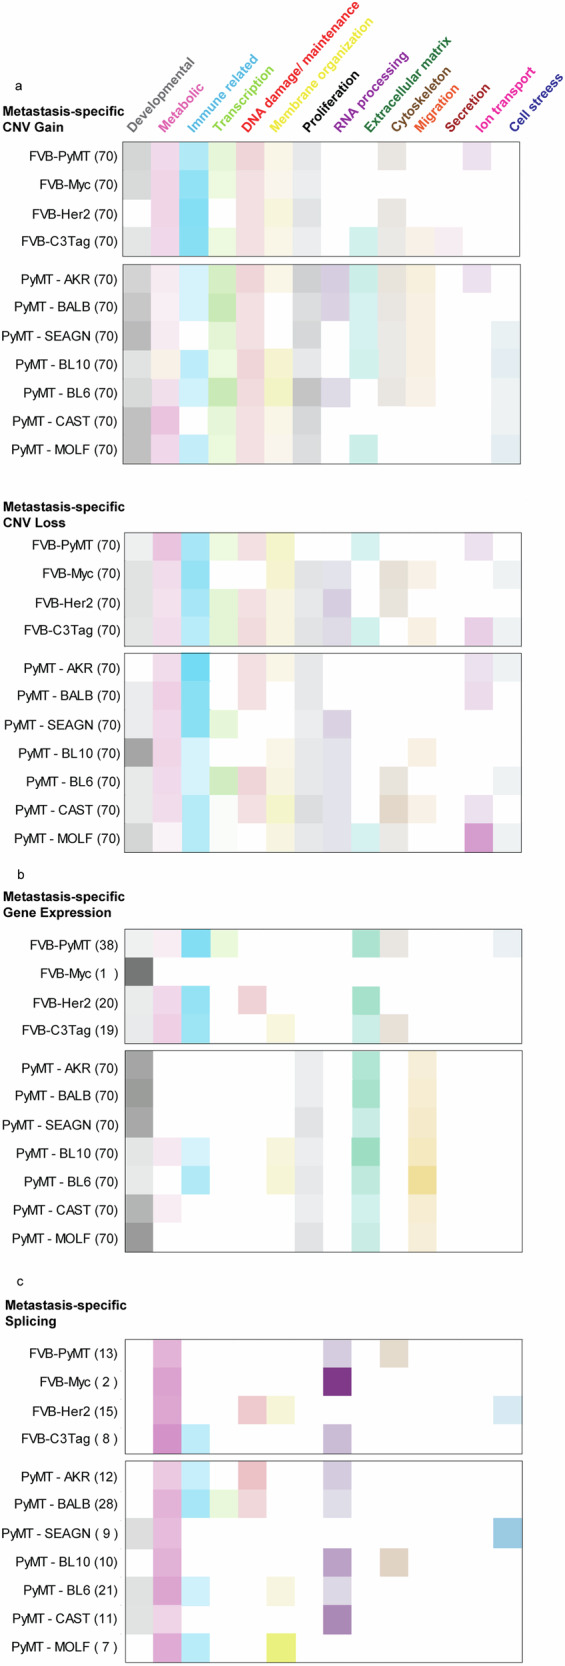
Oncogenic driver and genetic background shape unique MSCNV and MSGE to target common cellular processes. Categorization of the top 70 (or otherwise indicated) significantly enriched gene ontologies from MSCNV (**a**), MSGE (**b**), and lung met-specific alternative splicing (**c**). Uncategorized ontologies were excluded from the heat maps. Color intensity represents the percent of the analyzed pathways that fell within that category.

We next extended this analysis to visualize differences in MSGE from RNA-seq data (Fig. 6b). We again observed an enrichment of immune pathways across the oncogenic driver models, except for in the Myc model, which had limited MSGE and only a single enriched pathway (Supplementary fig. 8a and Supplementary data 12, S16). For the PyMT-F1 cohort, we observed more similarity in metastasis-specific gene expression pathways across strains, compared to the wide variety enriched by CNV (Fig. 6a, b). We noted that despite seeing no common developmental pathways, this category made up the majority of MSGE-enriched ontologies among five of the models. In addition, ECM, migration, and proliferative pathways were enriched to varying degrees in the MSGE of each PyMT-F1 strain. Interestingly, the MSGE in the PyMT-F1 cohort represented fewer categories compared to the MSCNV-enriched pathways. Overall, due to the low number of genes and pathways common to MSGE across all PyMT-F1 strains, we conclude that while genetic background can have a profound impact on gene expression within metastatic lesions, these changes may ultimately impact the same cellular processes. This analysis demonstrated that a more diverse genetic background, modeled by the heterozygous PyMT-F1 cohort, shifted MSGE to more developmental and less immune-related ontologies. However, Extracellular matrix (green) genes appear to be commonly modulated by MSGE across all models.

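The ECM-receptor interaction list of Supplementary Table 17 was also tested in the driver models, a test chosen after seeing the data. One-sided Fisher's exact tests over 5 models gave 6 MSGE among 70 genes in Her2 (odds ratio 5.79, adjusted p = 9.47e-04), 8 among 76 in C3Tag (odds ratio 6.10, adjusted p = 1.77e-04) and 3 among 69 in Myc (odds ratio 18.0, adjusted p = 9.47e-04). Of these, 4 were higher and 2 lower in Her2 Lung mets, and 7 higher and 1 lower in C3Tag. In BALB 4 were higher and 11 lower, and in SEAGN 9 were higher and 16 lower. Whether the direction differs between models was not tested.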

Finally, we assessed pathways enriched by metastasis-specific splicing. In both the oncogenic driver and PyMT-F1 cohorts, we noted that fewer pathways were significantly enriched by alternatively spliced genes compared to MSCNV and MSGE (Fig. 6c and Supplementary data 18). Despite there being no common alternatively spliced transcripts across the eleven models used in this study, we noted that metabolic and RNA processing (purple) ontologies were dominant in all models. However, each model had a unique distribution of pathways significantly enriched by metastasis-specific splicing programs.

## Discussion

Metastasis is a complex phenotype, driven by the interplay of tumor cell intrinsic, microenvironmental, and systemic factors^28^. Classic cytogenetics studies and more recent sequencing-based work has shown that metastases usually arise from a single, or at most a limited number, of subclones within the primary tumor^29^. In addition, clinical and experimental data suggest that only a small fraction of disseminating tumor cells are able to form secondary lesions^30^. These and other data have been interpreted to suggest that tumors evolve over time until a subset of tumor cells acquire all of the necessary attributes to successfully complete the metastatic cascade.

To date, however, in contrast to what has been observed in primary tumors, sequencing studies in clinical samples have not revealed the presence of high frequency, reproducible SNVs associated with metastatic progression^31–33^. In contrast, previous studies from our laboratory, comparing matched primary and metastatic lesions from the highly metastatic MMTV-PyMT mouse model of breast cancer, did identify reproducible metastasis-associated point mutations in *Shc1* and *Kras*. These studies, however, were performed on a much more genetically homogeneous set of animals than is observed in the human population, suggesting that these potential metastasis driver mutations might only represent a small fraction of the patient population. In addition, these observations were made for a single oncogenic driver model, PyMT, rather than the multiple oncogenic initiating events observed for human patients.

To better understand how genomic evolution may contribute to metastatic progression in commonly used GEMMs and to compare them to the expanding clinical data, we have extended our previous work to include two additional models of breast cancer metastasis, the C3(1)TAg and MMTV-Myc models, and expanded on the previously analyzed MMTV-Her2 model. Moreover, for the MMTV-PyMT model, we have expanded the repertoire to include pairs of phylogenetically related strains with significantly different inherited propensity to metastasize to include population diversity into the analysis. The total data set analyzed in this study consists of 197 matched primary and metastatic lesions spanning models of luminal, Her2, and basal-like breast cancer.

Consistent with our previous study, analysis of the expanded data set failed to reveal high frequency SNVs associated with metastasis across all of the models. However, a total of 13 genes were identified that were mutated in 2 or more independent animals, The most frequently observed gene was *Kras*, which had metastasis-associated activating mutations in 5 out of 197 animals. All of the remaining genes with metastasis-associated SNVs were present in only 2 or 3 animals. Reproducible metastasis-associated SNVs were not observed in 84% (166/197) of the animals. This suggests that SNVs do not play a significant role in metastatic progression. A similar result was observed for synchronous lymph node metastasis in human patients^34^, though metastasis-specific SNVs were observed in the metachronous distant metastases. However, since the metachronous lesions were collected after anthracycline treatment, it is unclear whether these SNVs represent metastasis drivers or therapeutic response. A second study by Siegel et al. ^35^ also concluded that the majority of metastasis drivers were copy number alterations, rather than SNVs. Furthermore, Hoadley et al. ^36^ also found few metastasis-specific mutations, which were rarely expressed, and concluded that these SNVs were more likely passengers than drivers, consistent with our results. However, our ability to identify low frequency metastasis-associated SNVs in mouse models, compared to human clinical studies, suggests that there may be either rare SNVs in particular patient populations, or many SNVs that contribute at a low frequency to metastatic progression, which are more readily apparent through sequencing of multiple genetically identical independent sample pairs. Deeper sequencing and significantly increasing the number of samples per group may enable the identification of additional low frequency metastasis drivers, particularly those that might be selectively lost at the secondary site due to clonal selection. The mouse data generated here, however, is consistent with current clinical data suggesting that there is a lack of high frequency activating mutations for precision medicine for anti-metastatic therapies that would be of benefit for significant fractions of breast cancer patients.

We subsequently performed CNV analysis on the data to determine whether there were common CNVs that might contribute to metastatic progression. Analysis revealed that oncogenic drivers on the FVB homozygous genetic background had similar degrees of CNV in both primary and secondary lesions, though there were differences in the size of the CNVs between models. Further, in both PTs and lung metastases we observed some strains with high numbers of small events and others with small numbers of larger events, accounting for the similar degree of copy number change overall. Notably, the size of copy number events in this study are within the range observed across cancer types by Steele et al. in a recently published analysis of copy number signatures from clinical data^37^. The major determinant of CNV variation, however, was genetic background. This was most apparent in the comparison of the phylogenetically related BALB and SEAGn strains. The SEAGn strain was generated by a cross between BALB and PJ mice, followed by 20 generations of brother-sister mating^38^. This congenic strain genome is 50% BALB yet shows significantly less genomic stability compared to the BALB primary tumor. Together this data suggests that genetic background may direct the mechanisms leading to copy number events.

Further analysis focused on metastasis-associated events revealed common CNVs, associated genes, and gene ontologies across the oncogene driver models on the FVB homozygous background. However, these common metastasis-associated features are lost when the genetic background was varied in the MMTV-PyMT cohort. This suggests that while the analysis of the four homozygous FVB oncogenic models may be valuable for identification of some common metastatic mechanisms, they are unlikely to represent the majority of the human patient population. Moreover, consistent with our previous observations of inherited metastatic susceptibility, this suggests that an individual’s personal ancestry is a major factor in metastatic genome evolution. In addition, these data suggest that there are likely multiple paths that tumor cells utilize to achieve metastatic competency, which indicates that multiple strategies to prevent or treat established lesions may be required across the human population.

Similar to the CNV analysis, transcriptional analysis demonstrated that the most significant determinants of gene expression were oncogenic driver and genetic background. Surprisingly, CNV status did not show strong correlation with metastasis-specific gene expression when analyzing macroscopic metastatic lesions. One possible explanation for this is that alterations in gene expression due to CNV are important during the earliest stages of dissemination, extravasation and adaptation to the secondary site. Once resident in the secondary site epigenetic regulation mediated by microenvironmental influences of the pre-metastatic niche and metastatic tumor bed may reprogram and dominate the transcriptional program of the macroscopic metastatic tumors. Additional investigations into the epigenetic state of the matched primary and metastatic tumors in these models, however, will be necessary to address this possibility.

Examination of the data at a broader level provides cause for optimism. Although individual Gene Ontology terms from CNV and transcriptome analysis were not shared across the models and genotypes, grouping individual ontologies into broader categories demonstrates potential commonalities that might be targeted. When considered as broad categories, developmental pathways, ECM, RNA biology, and metabolism appear to be common metastatic categories across all of the animals, although different Gene Ontologies are affected in each of the cohorts (Fig. 7). Each of these broad categories have already been previously associated with metastatic disease. Importantly, a recent sequencing study also identified metabolism and RNA biology ontologies distinguishing matched primary and metastatic breast cancer samples^35^, providing greater confidence that the results reported here are translationally relevant. The data presented here suggests that to generate therapies that have broad applicability across patient populations more in-depth analysis of these categories may be necessary. In particular, since the models used here appear to rely on different pathways within each of the broad ontology categories, targeting any single pathway is unlikely to be efficacious in a large percentage of the patient population. Further investigations into pathway intersections within the broad metastasis categories, however, might identify critical convergence points that might be targeted in either single or combination therapies to suppress metastasis establishment or metastatic lesion viability.

**Fig. 7:**
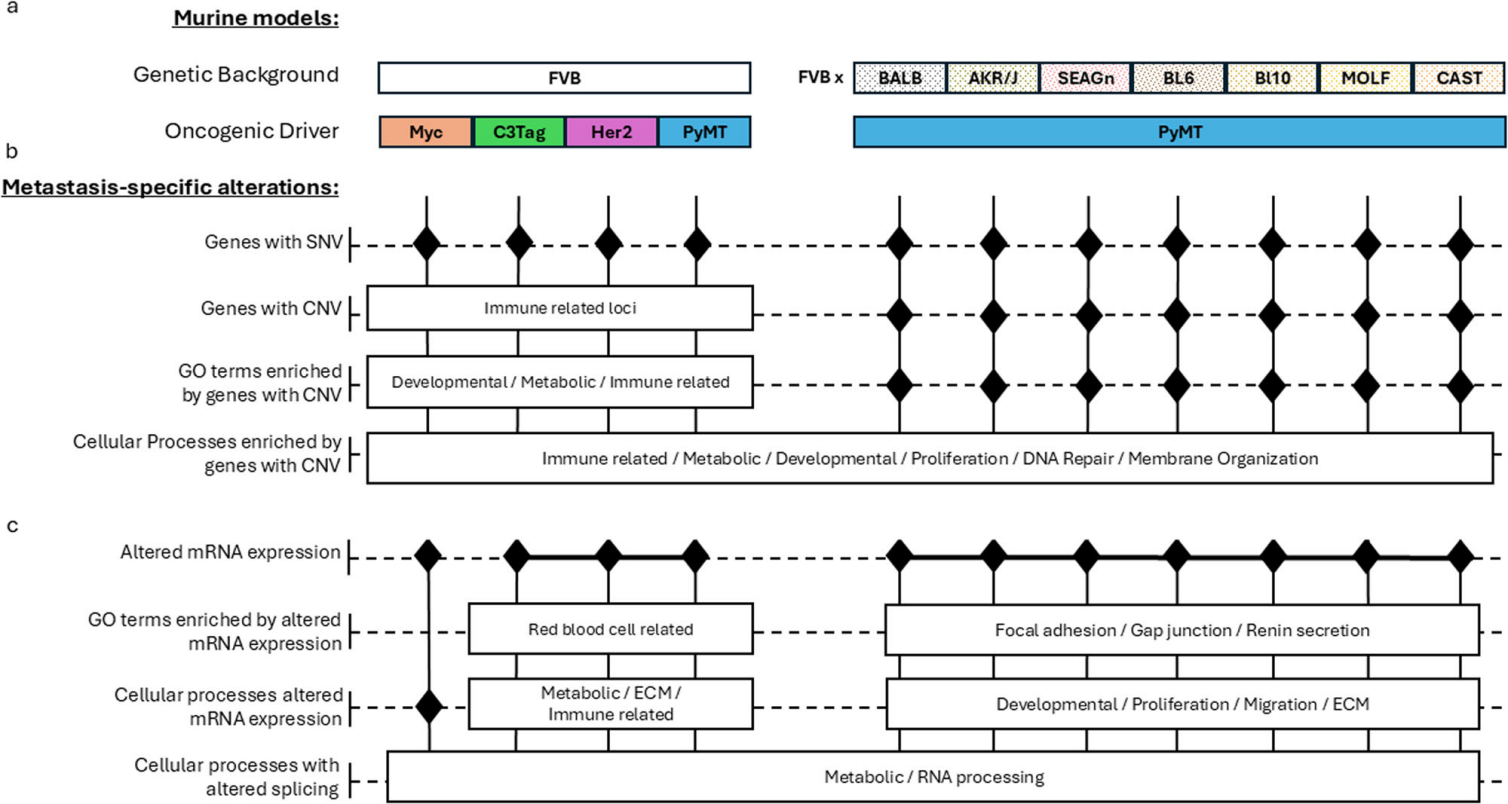
Host genetic background shapes metastatic SNVs, CNVs, and gene expression more than oncogenic driver. Schema summarizing **a** murine model genetic background and oncogenic driver and the unique (black diamonds) or common (white boxes and solid lines) metastasis specific **b** genomic alterations and **c** gene expression.

This study has focused on the characterization of the genomic evolution of commonly used mouse models of breast cancer progression and metastasis. A major strength of this study is the ability to generate multiple genetically identical animals for each model and genotype, enabling more accurate dissection of the role of oncogenic driver and genetic background on tumor evolution and transcriptional output. Limitations of this study include potential biological differences between the two species. In addition, many of the features observed in these models recapitulate events observed in human cancer progression. For example, human tumors also experience significant copy number alterations, with up to 25% of the genome of all human tumors acquiring somatic amplifications of deletions. Moreover, like the mouse tumors examined here, human tumors tend to accumulate a higher number of copy-number alterations than single nucleotide mutations^39^. Furthermore, human circulating tumor cells often have copy-number alterations that more closely resemble metastatic lesions rather than the primary tumors^40^, suggesting that copy-number alteration provides a selective advantage for metastatic progression. Increased copy-number alteration has also been associated with increased probability of metastasis and mortality in prostate cancer^41^, consistent with the data presented here.

Limitations of this study, however, include potential differences between the two species. Mouse and human immune and metabolic systems are known to have differences, which may potentially contribute to differences in the important tumor-stromal cell interaction during metastatic dissemination and colonization. In addition, the mechanism of copy-number alteration may differ between mouse and human. Whole genome duplication is a frequent event in human metastatic tumors^23^. However, analysis of the primary and metastatic lesions in the mouse models suggests that these tumors had not experienced whole genome duplication. In addition, although the use of multiple inbred strains has introduced genetic diversity for the MMTV-PyMT model, the remaining three models studied here were limited to the FVB/N homozygous background, which precluded the ability to investigate the role of genetic diversity in these models. In addition, the metastases examined here were limited to pulmonary lesions and for most animals limited to a single metastatic lesion per animal. This precluded investigations into the potential tissue-specific differences as well as performing phylogenetic tracing analysis.

Despite these limitations, here we have demonstrated that (1) Genetic background plays a role in primary tumor stability and the size of copy number event regions, (2) Genetic background is a strong determinant of which genes are specifically enriched in CNV, (3) Oncogenic driver and genetic background shapes gene expression in metastatic tumors, and (4) Metastasis-specific ontology clusters, rather than individual Gene Ontologies, identify common biological programs in metastatic disease that might be considered for clinical intervention (Fig. 7). An increased understanding of the complex interplay between these factors will provide guidance for the improved use and interpretation of these models in relation to human patient populations for the investigation of progressive metastatic disease.

## Methods

### Ethics statement

We have complied with all relevant ethical regulations for animal use. The research described in this study was performed under the Animal Study Protocol LPG-002, approved by the National Cancer Institute (NCI) Animal Use and Care Committee. Animal euthanasia was performed by cervical dislocation after anesthesia by Avertin.

### Genetically engineered mouse models and tissue isolation

FVB/N-Tg(MMTV-PyVT)634Mul/J (PyMT), FVB/N-Tg(MMTVneu)202Mul/J (Her2) male mice were obtained from The Jackson Laboratory. FVB/N-Tg(C3(1)-TAg) (C3-TAG) and FVB/N-Tg(MMTV-Myc) (MYC) male mice were a generous gift from Dr. Jeffrey Green (NCI, Bethesda, MD). Male PyMT mice were crossed with female wild-type FVB/NJ, MOLF/EiJ, CAST/EiJ, C57BL/6J, C57BL10/J, BALB/cJ, Sea/GnJ, and AKR/J mice, which were also obtained from The Jackson Laboratory. Male Her2, C3-TAG, and MYC mice were crossed with female wild-type FVB/NJ mice. All female F1 progeny were genotyped by the Laboratory of Cancer Biology and Genetics genotype core for the PyMT, Her2, Myc, or C3-TAG gene. Transgene-positive female animals were housed in standard isolator cages and provided food and water *ad libitum*. PyMT-positive female animals were aged to permit tumor initiation and growth until animals reached humane endpoints or were expected to reach humane endpoints by the next daily monitoring. For the MMTV-Myc, MMTV-Her2 and C3(1)-TAg models, tumors from animals with single lesions were surgically resected at or before tumors reached 1 cm in any direction. Animals were then aged an additional 60 days or until they approached humane endpoints, whichever came first. All animals were housed in the same room in the building 37 vivarium. Mice were euthanized using intraperitoneal Avertin to anesthetize followed by cervical dislocation. All primary tumors generated by one animal were isolated, weighed, randomly sampled, and combined into a single cryovial. Metastatic nodules and normal (tail) tissue were also isolated immediately following euthanasia, placed in cryovials, and snap frozen in liquid nitrogen. Tissue samples were then stored at −80 °C.

Humane endpoints included hunched posture, rough hair coat; dehydration (reduced skin turgor, sunken eyes); rapid or labored breathing, dyspnea, coughing; reduced/impaired mobility affecting the ability to obtain food or water; pallor or cyanosis (evident in the general appearance of the feet, muzzle or ears which may turn white or blue); hemorrhage or bleeding from any orifice; diarrhea, constipation or markedly reduced food intake; signs of neurological impairment for example seizures, paralysis, circling, head tilt; impaired ability to urinate or defecate; visible jaundice (yellow discoloration to ears, muzzle, or feet); loss of >15% normal body weight. Additional humane endpoints included tumors interfering with normal movement that impaired their ability to perform bodily functions, significantly impaired gait, or impaired their ability to obtain food or water; tumors interfering with normal bodily functions such as urination, defecation, breathing, chewing, or swallowing; or dyspnea at cage side observation.

### gDNA and RNA isolation

The combined primary tumor tissue from one mouse was ground on dry ice and small fragments were taken for nucleotide extraction isolation. Whole metastases were used for gDNA or RNA isolation.

For gDNA isolation, tissue was lysed using Tail Lysis Buffer (100 mM Tris-HCl pH 8.0, 5 mM EDTA, 0.2% SDS, 200 mM NaCl, 0.4 mg/ml proteinase K) at 55 °C overnight. Samples were then placed in a shaking (1400 rpm) heat block for 1 h at 55 °C. RNaseA (Thermo Fisher Scientific) was added (2 mg/ml final) and lysates were incubated on the bench for 2 min. gDNA was then isolated using the ZR-Duet DNA/RNA MiniPrep kit (Zymo Research).

For RNA isolation, the tissue was mechanically dissociated using a tissue grinder while submerged in 1 ml of TriPure (Roche). 200 μl of chloroform (Sigma-Aldrich) was then added and the soluble fraction was isolated by centrifugation at 12,000 rpm for 15 min at 4 °C. RNA was then precipitated with the addition of 500 μl isopropanol and incubation of the sample at −20 °C for 2 h. Pure RNA was then extracted using the RNA: DNA mini-prep kit (Zymogen) and samples were eluted in 100 μl (PT) or 50 μl (metastases) of DEPC water (Quality Biological). RNA was isolated from cell lines using TriPure as described above, but following isopropanol precipitation, RNA was washed with 75% ethanol (Sigma-Aldrich) followed by 95% ethanol before being resuspended in 100 μl of DEPC water.

All samples that passed initial quality control were used for sequencing analysis. No samples were excluded for any reason other than low yield or poor quality. No randomization was performed.

### Sequencing and analysis

All analyses were carried out on the NIH Biowulf2 high performance computing environment. All analyses were performed using software default parameters if not otherwise specified.

#### Exome sequencing and data analysis

Exome sequencing was performed by the NCI Center for Cancer Research (CCR) Genomics Core and the NCI Illumina Sequencing Core. Exome libraries were prepared by the Genomics Lab using Agilent SureSelectXT Mouse All Exon target enrichment kit. Libraries were barcoded and pooled before sequencing on an Illumina HiSeq3000 or HiSeq4000 to an average depth of 40×. Samples were trimmed of adapters using Trimmomatic software. Bam files were uploaded into Nexus Copy Number 10.0 (BioDiscovery) and processed using SNP-FASST2 Segmentation. The trimmed reads from tumor gDNA were aligned to normal tail gDNA sequence from each model, and then to the mouse NCBI build 38 (mm10) reference genome.

#### RNA sequencing and data analysis

RNA quality was tested using the Agilent 2200 TapeStation electrophoresis system, and samples with an RNA integrity number (RIN) score >7 were sent to the Sequencing Facility at Frederick National Laboratory. Preparation of mRNA libraries and mRNA sequencing was performed by the Sequencing Facility using the HiSeq2500 instrument with Illumina TruSeq v4 chemistry. RNA-seq data were mapped to mm10 and analyzed using Partek Flow software.

#### Single nucleotide variant analysis

This analysis was performed as described in our previously published work^6^.

#### Copy number analysis

Following initial data processing, the *Total copy number events* and *% of the genome changed* by copy number for each sample were downloaded from the Data Set tab. Aggregate data from PTs and lung mets was attained by selecting only the sample from the desired tissue type within the Data set tab, and then selecting *View* and then *Aggregate*. Aggregate regions of CNV were defined as having a *p* value cutoff below 0.05 and an aggregate percent frequency of 35% and above. Region length, event type, number of genes, and gene names were exported as .txt from aggregate analysis. Average region length, total number of events and total number of genes were calculated using Excel (Microsoft).

For lung met-specific CNV analysis, the *Classic* comparison tool was utilized in Nexus. In the Data Set tab, all samples from one mouse model were selected before navigation to the *Comparisons* tab. From here, a comparison was added using *Tissue* as the distinguishing factor, and *Average* was selected as the comparison baseline. Upon selection of the comparison and then *View*, lung met specific *e*vent type, region length, *p* value, number of genes, and gene names were exported as .txt files. Average region length, total number of events, and total number of genes were calculated using Excel. By highlighting specific CNV events within the comparison V*iew* tab, a pathway enrichment analysis was performed for the genes found within regions of CN Gain or CN Loss. A list of enriched *Biological Processes* was exported as a .txt file including *p* values. The percent CN gain, loss, or allelic imbalance in the primary tumors and lung mets for each gene within each pathway was obtained by selecting the individual biological process name. Calculation of % Lung met gain or loss − % PT gain or loss was performed in Excel and heat maps were created using the Excel conditional formatting tool.

#### ABSOLUTE whole genome duplication analysis

Reference files were trimmed using the Trim galore^42^, before being aligned to the mm10 genome using the Bwa-mem2 package^42,43^. We then used Gatk to sort, deduplicate, and recalibrate the resulting files^44^. Using Gatk’s Mutect2 somatic variant caller, SNPs were called for all tumor-normal pairs. The R packages copywriter and DNAcopy were used to detect Copy Number Aberrations within tumor samples and format the data for integration with our SNP data^45,46^. We used the R package BubbleTree to integrate CNA and SNP information to analyze tumor purity and ploidy^47^.

#### RNA sequencing and data analysis

RNA quality was tested using the Agilent 2200 TapeStation electrophoresis system, and samples with an RNA integrity number (RIN) score >7 were sent to the Sequencing Facility at Frederick National Laboratory. Preparation of mRNA libraries and mRNA sequencing was performed by the Sequencing Facility using the HiSeq2500 instrument with Illumina TruSeq v4 chemistry.

RNA-seq data was analyzed using Partek Flow software (Kanehisa Laboratories). RNA-seq reads were uploaded into Partek Flow, aligned with the mouse mm9 genome assembly, gene counts were then determined, and then normalized. Principal Component Analysis was performed using unsupervised principal component analysis for either all samples, or samples filtered by mouse model. Differentially expressed gene lists were generated Gene Specific Analysis (GSA) for FVB-Driver models and Dseq2 for PyMT-F1 models. Differential gene expression was defined as a fold change with a false discovery rate less than 0.05. The Differential expression of genes within regions of CNV was defined as fold change with FDR less than 0.1. Volcano plots for Lung met v PT gene expression were created using unfiltered GSA results for all models. Gene ontology analysis was performed using differentially expressed gene lists and the Partek Flow Gene Set Enrichment tool. Pathways enriched with a *p* value less than 0.05 were considered significant. Gene ontology categories were assigned manually to the top 70 pathways or if less than 70 pathways were significantly enriched then all pathways with *p* < 0.05 were included. Heatmaps were created using the Excel conditional formatting tool, where color intensities were determined by the percent of the enriched terms found within each category out of the total terms categorized.

Differential splicing analysis was performed using Partek flow. Following alignment to mm9 genome assembly, transcript counts were normalized and then each model was analyzed using the Partek tool to detect all splicing and differential splicing in Lung mets v PT. Alternative splicing was defined as both transcript differential expression with *p* value less than 0.05 and an alt-splicing *p* value less than 0.05. Using these *p* value cuts-offs, alternatively spliced gene lists were analyzed by Partek Gene Set Enrichment to identify pathways enriched by lung met alternatively spliced genes. Significantly enriched pathways were defined as those with *p* values less than 0.05.

### Statistics and reproducibility

Statistical analysis was performed using GraphPad Prizm software, using *t* tests or ANOVA analysis with correction for multiple testing, as required. Sample numbers can be found in Supplementary Table 1.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Figs.

Supplementary data 1–18

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The sequencing data described in this study are available from the Sequence Read Archive (PRJNA1090863) or the Gene Expression Omnibus (GSE142387).

# Supplementary material for: Genetic background and oncogenic driver determines the genomic evolution and transcriptomics of mammary tumor metastasis
**Source:** Commun Biol. 2025 Aug 14;8:1224. doi: 10.1038/s42003-025-08624-5
**Supplement:** Supplementary file 1 — Supplementary Figs.

| Gene    | MMTV-PyMT                         |                                   |                                   |                                   |                                   |                                   |  |  |  |  |  |                                   |                                   |  |                                   | MMTV-Myc                          |   |   |   |   | MMTV-Her2 | C3TAg                             | Total |
|---------|-----------------------------------|-----------------------------------|-----------------------------------|-----------------------------------|-----------------------------------|-----------------------------------|--|--|--|--|--|-----------------------------------|-----------------------------------|--|-----------------------------------|-----------------------------------|---|---|---|---|-----------|-----------------------------------|-------|
| Kras    | <div><div></div><div></div></div> |                                   |                                   |                                   |                                   |                                   |  |  |  |  |  |                                   |                                   |  |                                   | <div><div></div><div></div></div> |   |   |   |   |           | <div><div></div><div></div></div> | 5     |
| Gm10220 | <div><div></div><div></div></div> |                                   |                                   |                                   |                                   |                                   |  |  |  |  |  |                                   |                                   |  |                                   | <div><div></div><div></div></div> |   |   |   |   |           |                                   | 3     |
| Prdm16  |                                   | <div><div></div><div></div></div> |                                   |                                   |                                   |                                   |  |  |  |  |  |                                   |                                   |  |                                   | <div><div></div><div></div></div> |   |   |   |   |           | 2                                 |       |
| Otud4   |                                   | <div><div></div><div></div></div> |                                   |                                   |                                   |                                   |  |  |  |  |  |                                   |                                   |  |                                   |                                   |   |   |   |   |           | 2                                 |       |
| Shc1    |                                   | <div><div></div><div></div></div> | <div><div></div><div></div></div> |                                   |                                   |                                   |  |  |  |  |  |                                   |                                   |  |                                   |                                   |   |   |   |   |           | 2                                 |       |
| Ctnnb1  |                                   | <div><div></div><div></div></div> | <div><div></div><div></div></div> | <div><div></div><div></div></div> |                                   |                                   |  |  |  |  |  |                                   |                                   |  |                                   |                                   |   |   |   |   | 2         |                                   |       |
| Ppp1r3a |                                   | <div><div></div><div></div></div> | <div><div></div><div></div></div> | <div><div></div><div></div></div> | <div><div></div><div></div></div> |                                   |  |  |  |  |  |                                   |                                   |  |                                   |                                   |   |   |   | 2 |           |                                   |       |
| Ttn     |                                   |                                   | <div><div></div><div></div></div> | <div><div></div><div></div></div> | <div><div></div><div></div></div> |                                   |  |  |  |  |  |                                   |                                   |  |                                   |                                   |   |   | 2 |   |           |                                   |       |
| Ppig    |                                   |                                   |                                   | <div><div></div><div></div></div> | <div><div></div><div></div></div> | <div><div></div><div></div></div> |  |  |  |  |  |                                   |                                   |  |                                   |                                   |   |   | 2 |   |           |                                   |       |
| Rfx8    |                                   |                                   |                                   | <div><div></div><div></div></div> | <div><div></div><div></div></div> |                                   |  |  |  |  |  |                                   |                                   |  |                                   |                                   | 2 |   |   |   |           |                                   |       |
| Trp53   |                                   |                                   |                                   |                                   |                                   |                                   |  |  |  |  |  | <div><div></div><div></div></div> | <div><div></div><div></div></div> |  |                                   |                                   |   | 3 |   |   |           |                                   |       |
| Kit     |                                   |                                   |                                   |                                   |                                   |                                   |  |  |  |  |  | <div><div></div><div></div></div> | <div><div></div><div></div></div> |  |                                   |                                   |   | 2 |   |   |           |                                   |       |
| Pih1d1  |                                   |                                   |                                   |                                   |                                   |                                   |  |  |  |  |  | <div><div></div><div></div></div> |                                   |  | <div><div></div><div></div></div> | 2                                 |   |   |   |   |           |                                   |       |

- SNV identified by exome-seq
- SNV identified by exome-seq and validated by Sanger sequencing

## Supplementary Figure 1 Metastasis-specific SNV oncoprint summary

SNV analysis summary across oncogenic driver and PyMT-F1 cohorts. Each box represents a mouse, with oncogenic driver indicated across the top adjacent bars. Genes with metastasis-specific high allele frequency SNVs are listed on the left, and colored boxes indicate a mouse having a metastasis-specific SNV with allele frequency above 0.6. Red identifies SNVs identified by exome-seq, and blue indicates an additional level of validation with Sanger sequencing. The total number of mice with a metastasis-specific SNV for each gene is listed on the right.

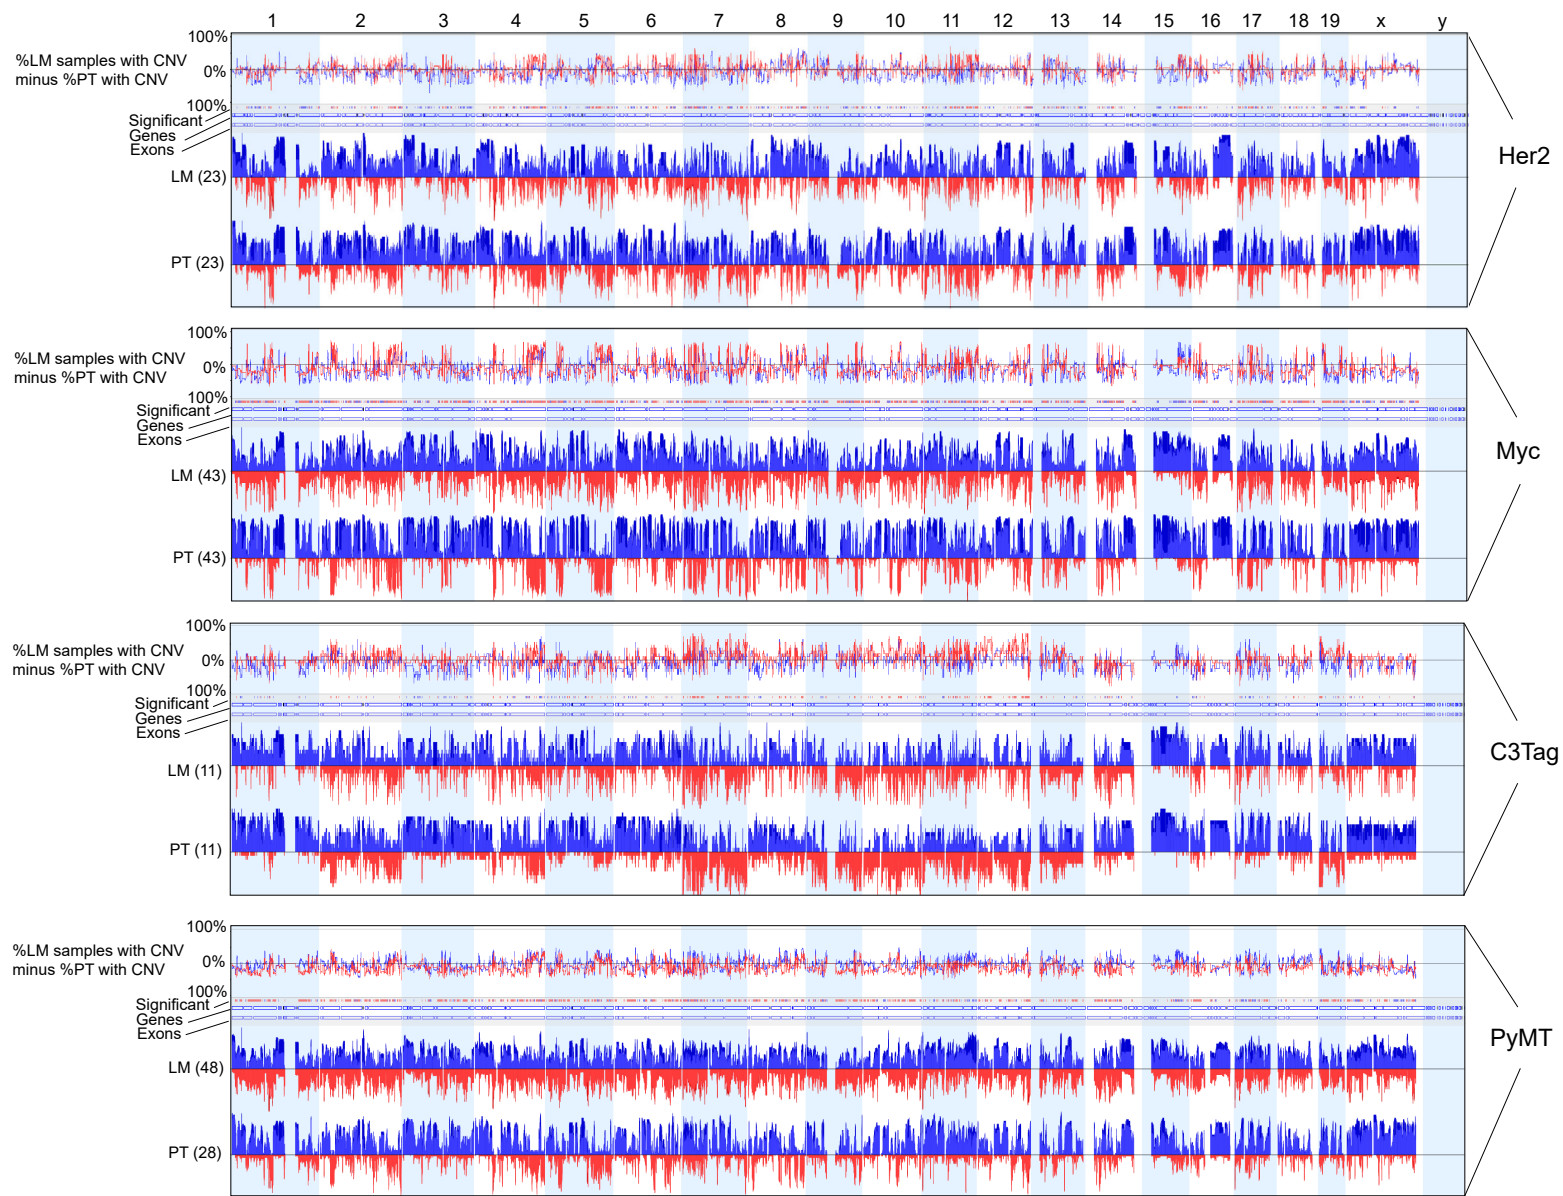

### Supplemental Figure 2 FVB driver model PT and Lung met CNV

Whole genome aggregate CNV traces for PTs and lung mets from each model, also showing a trace of % CNV gain or loss in lung mets minus % CNV gain or loss in PT, and regions with significant differences ( $p < 0.05$ ). Blue indicates CNV gain and red indicates CNV loss. The number of tissue samples for each model is listed with “LM” and “PT”.

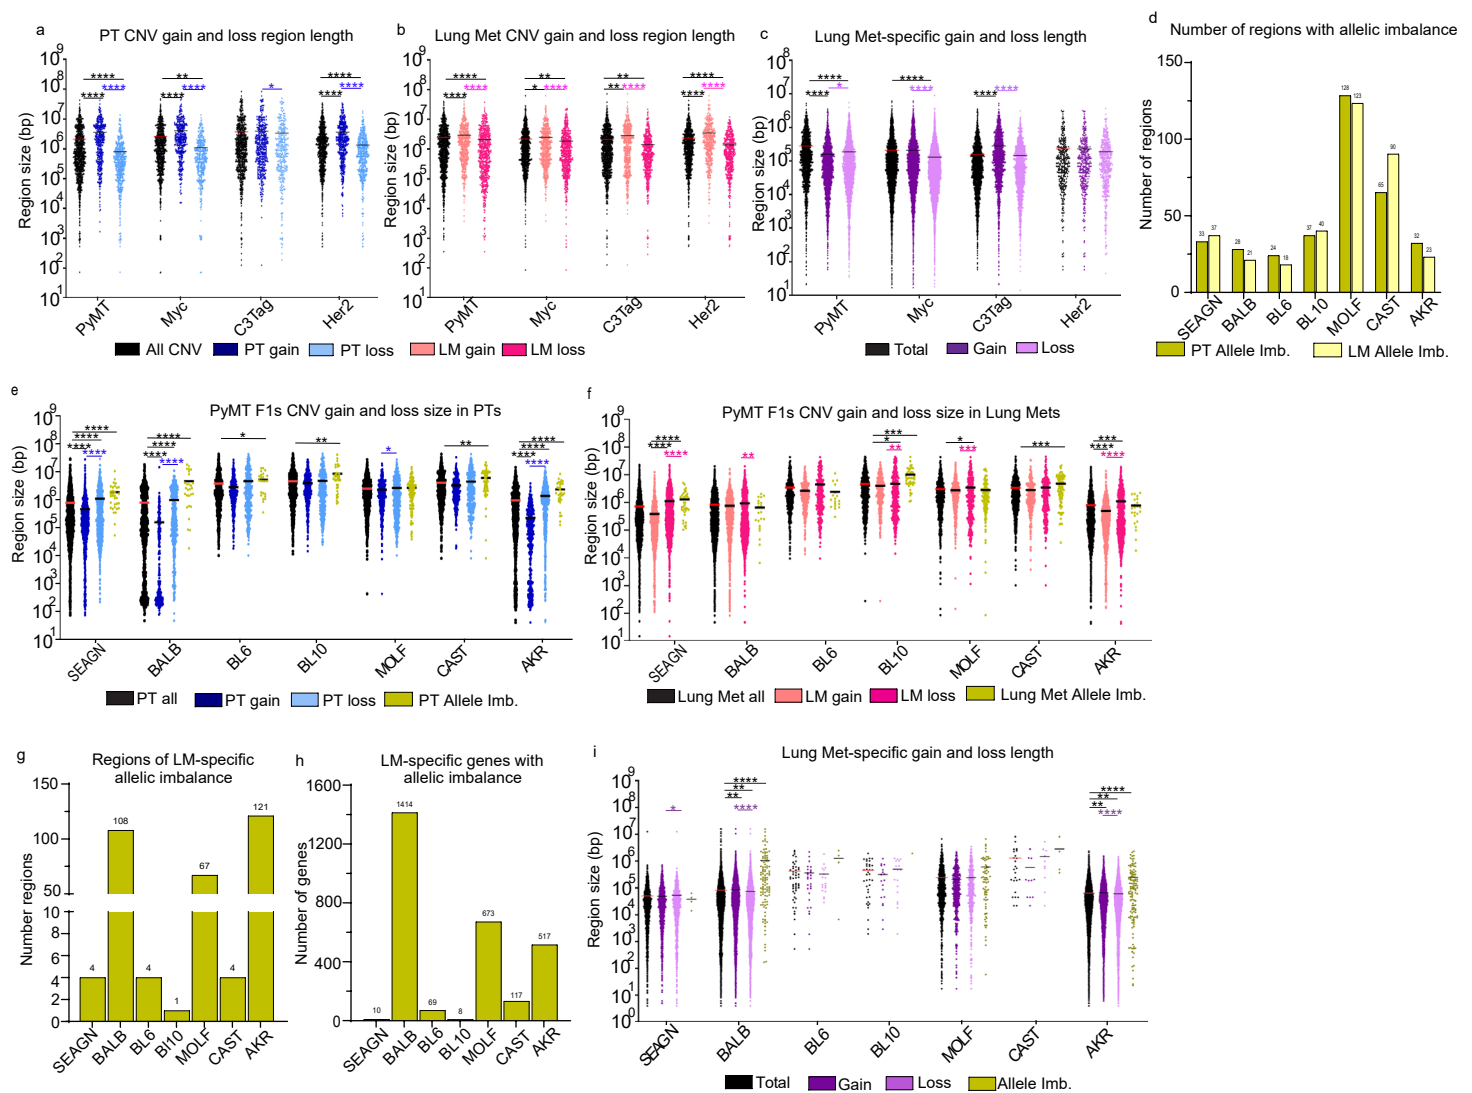

### Supplemental Figure 3 CNV region size by model, tissue, and CNV type

(a-c) Dot plots showing length of individual regions of CNV separated by FVB driver model, showing all CNV (black), with PT CNV gain (dark blue) and PT CNV loss (light blue) shown in (a), Lung met (LM) CNV gain (light pink) and LM CNV loss (dark pink) shown in (b), and MSCNV gain (dark purple) and loss (lilac) shown in (c). (d) Histogram showing number of regions of allelic imbalance in the PyMT-F1 model PT (gold) and LM (yellow). (e-f) Dot plots showing length of individual regions of CNV separated by PyMT-F1 model, showing all CNV (black), with PT CNV gain (dark blue) and PT CNV loss (light blue) shown in (e) and LM CNV gain (light pink) and LM CNV loss (dark pink) shown in (f). (g-h) Histograms showing the number of regions of allelic imbalance due to MSCNV (g) and the number of genes found within those regions (h). (i) Dot plot showing MSCNV region sizes in total (black) and separated according to regions of gain (dark purple), loss (lilac), and allelic imbalance (gold). Significance determined by Kruskal-Wallis test, \*( $p < 0.05$ ), \*\*( $p < 0.01$ ), \*\*\*( $p < 0.001$ ), \*\*\*\*( $p < 0.0001$ ).

a

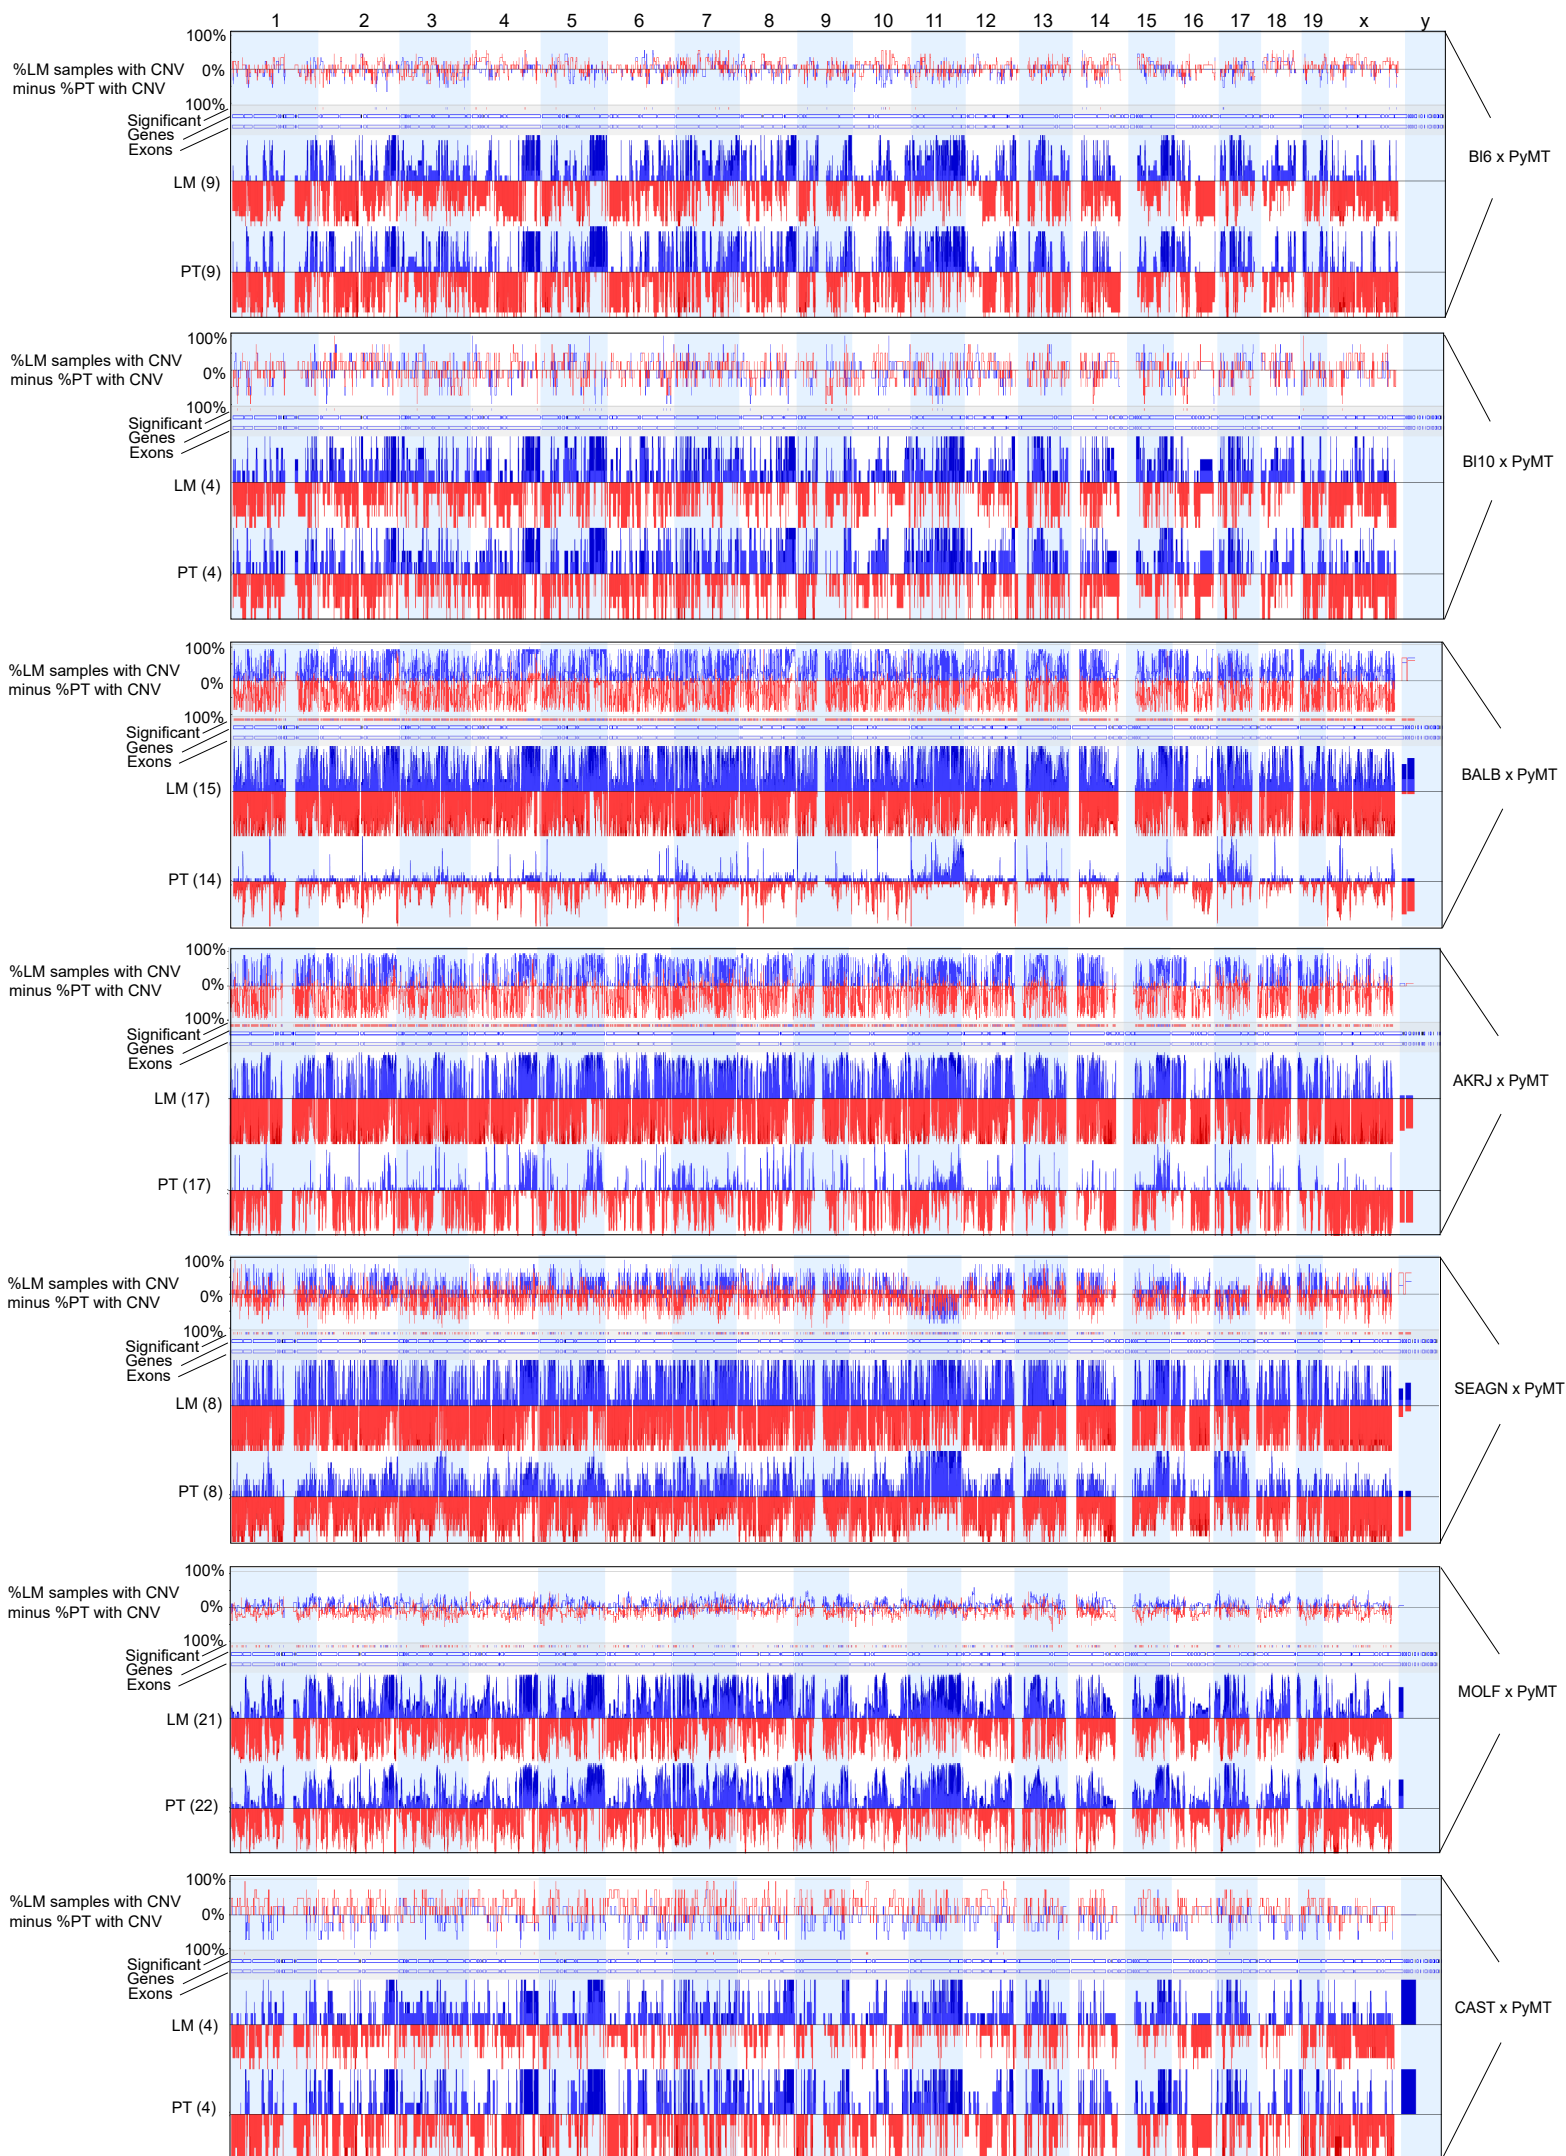

Supplemental Figure 4 PyMT-F1 model PT and Lung met CNV

(a) Whole genome aggregate CNV traces for PTs and lung mets from each model, also showing a trace of % CNV gain or loss in lung mets minus % CNV gain or loss in PT, and regions with significant differences ( $p < 0.05$ ). Blue indicates CNV gain and red indicates CNV loss. The number of tissue samples for each model is listed with "LM" and "PT".

a

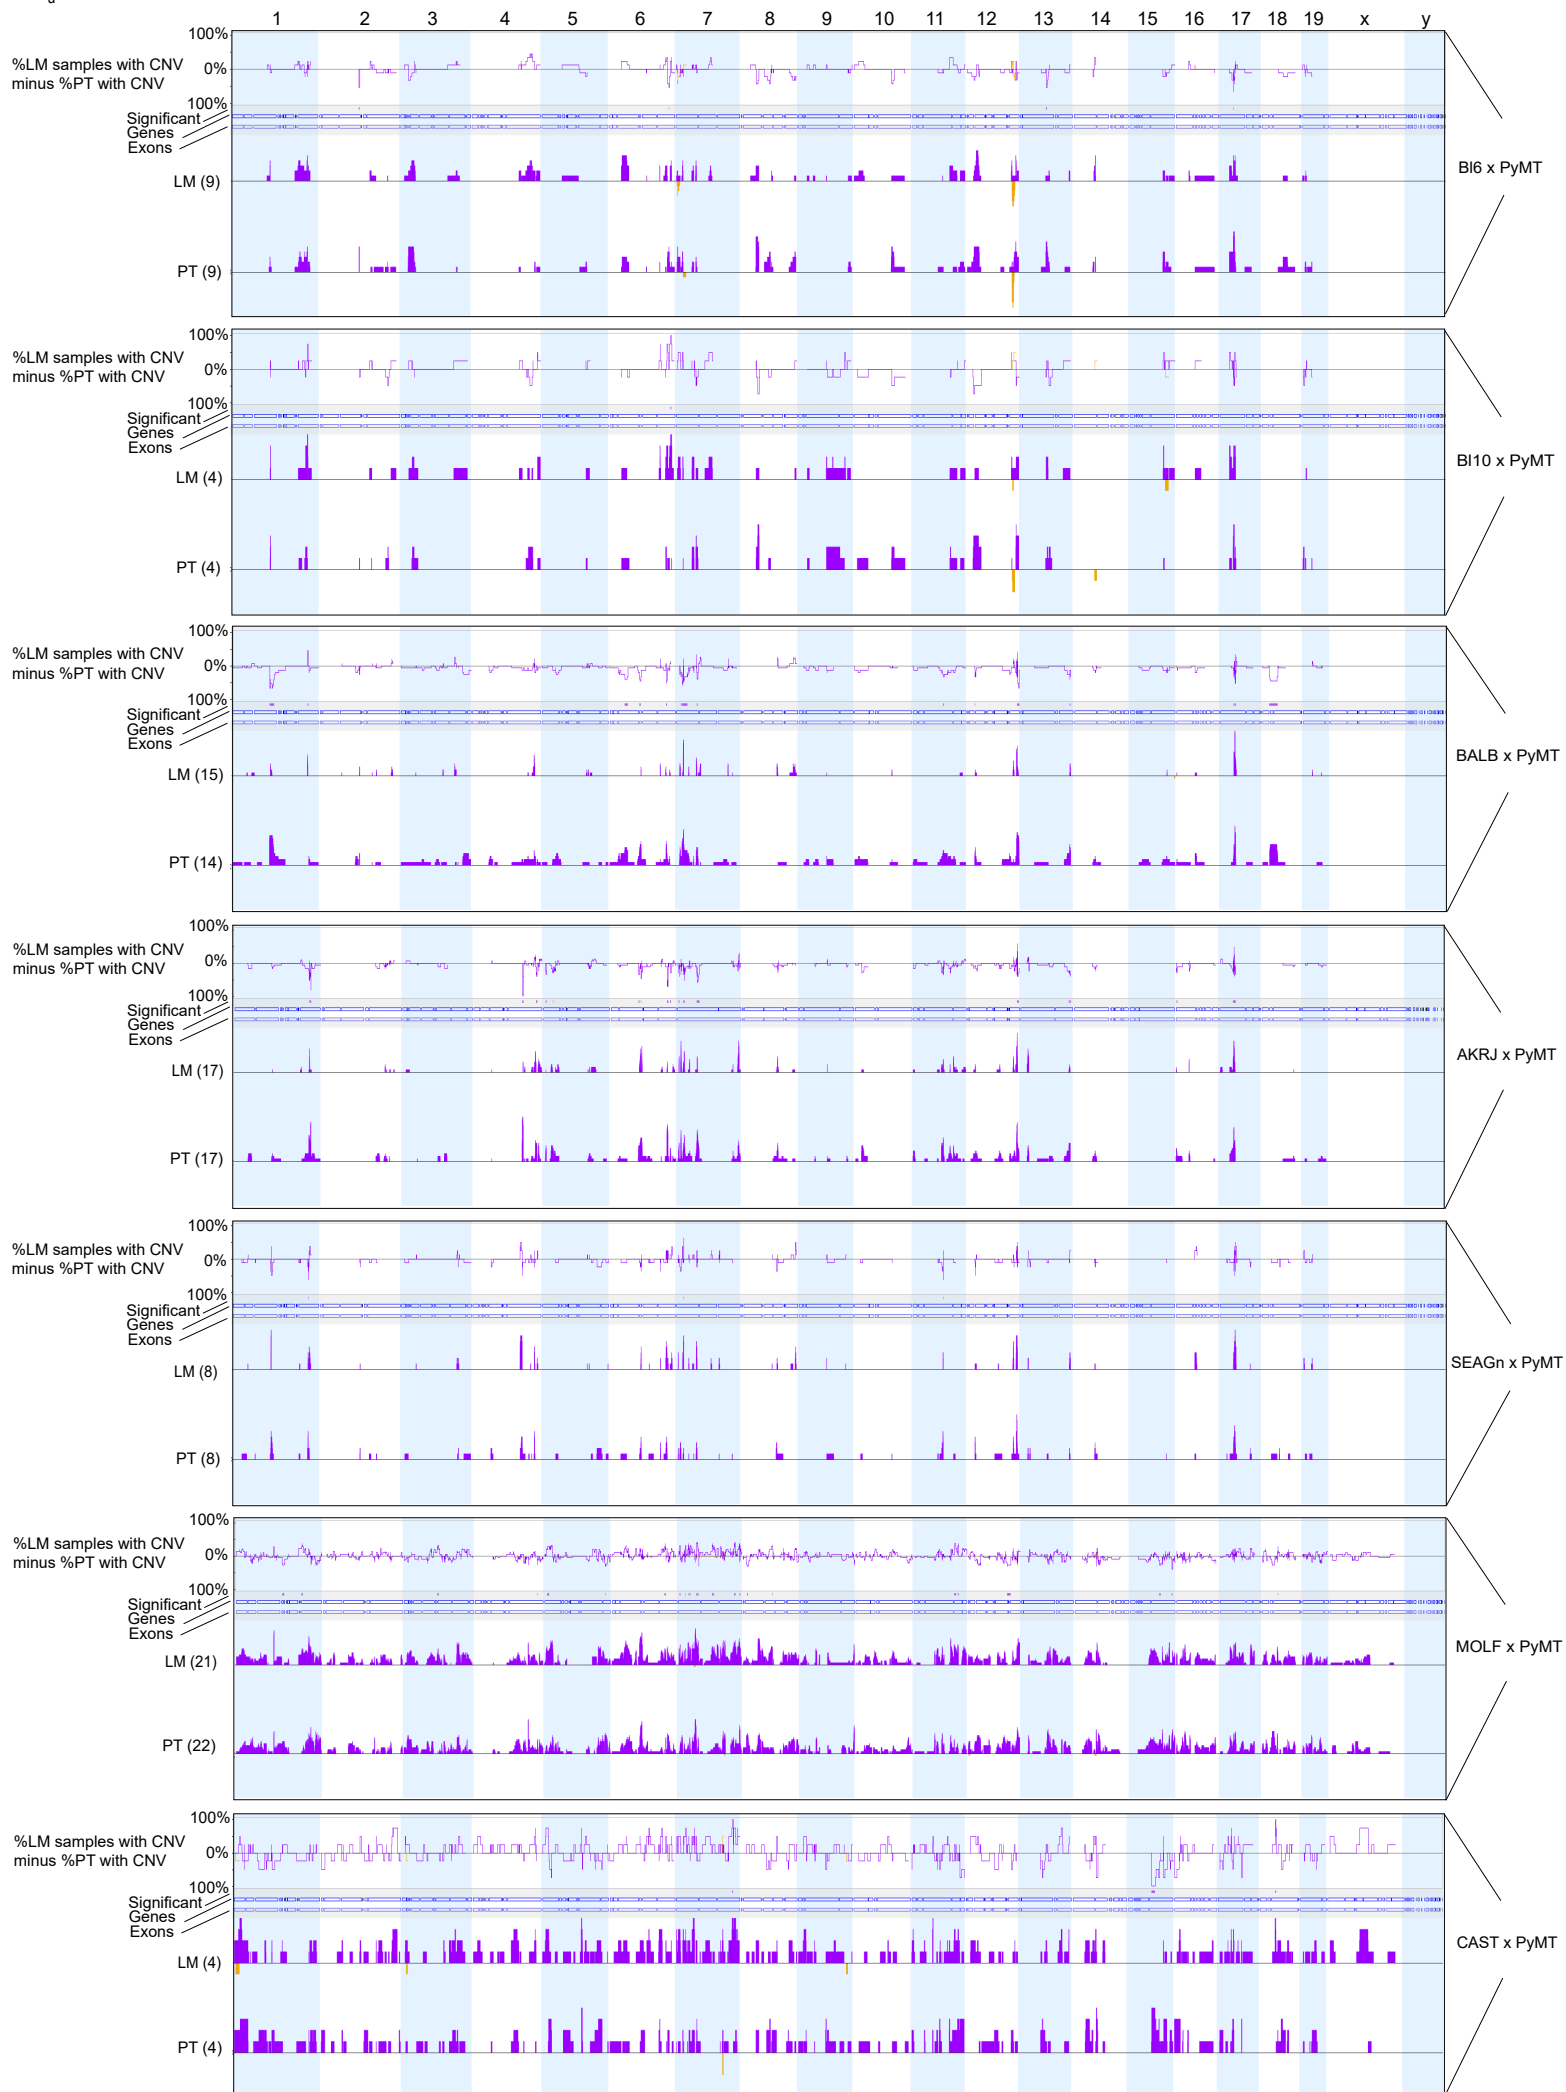

Supplemental Figure 5 PyMT-F1 model PT and Lung met allelic imbalance

(a) Whole genome aggregate CNV traces for PTs and lung mets from each model, also showing a trace of % allelic imbalance in lung mets minus % CNV allelic imbalance in PT, and regions with significant differences ( $p < 0.05$ ). The number of tissue samples for each model is listed with "LM" and "PT".

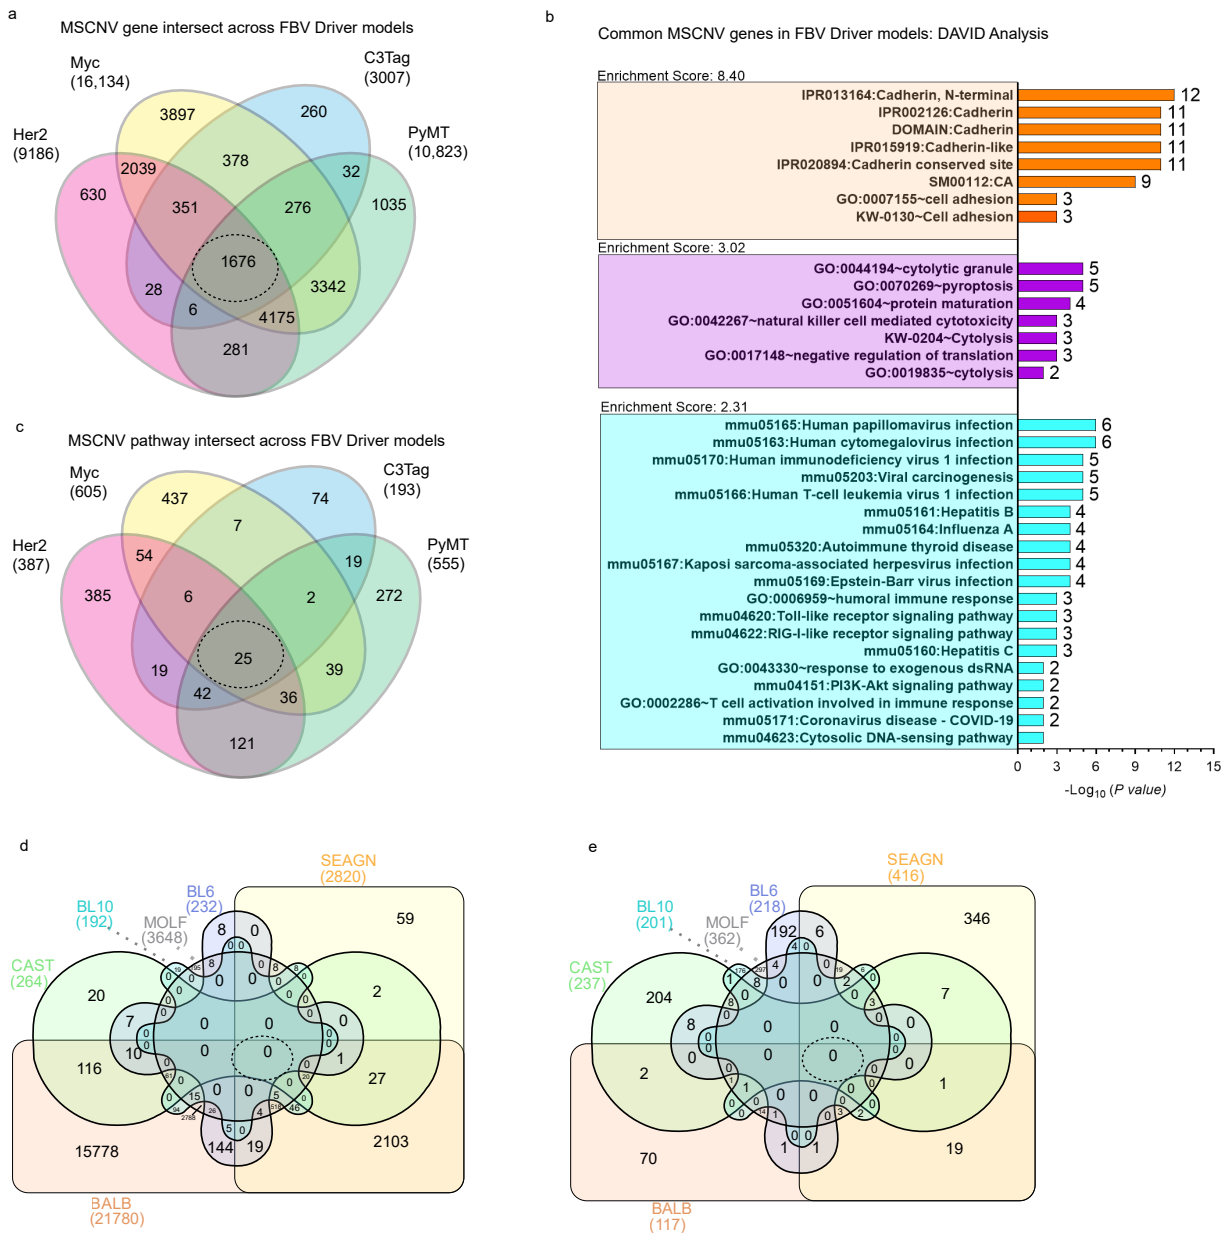

## Supplemental Figure 6 CNV-impacted genes and ontologies across models

(a) Venn diagram analysis of MSCNV-altered genes from the FVB driver models with overlap indicated by the dotted-line circle. (b) DAVID analysis summary of overlapping genes indicated by the dotted-line circle in (a). (c) Venn diagram of the pathway analysis for MSCNV in each individual FVB driver model, with overlap indicated by the dotted-line circle. (d-e) Venn diagram analysis of MSCNV-altered genes (d) and ontologies (e) from the PyMT-F1 models with overlaps indicated by the dotted-line circles.

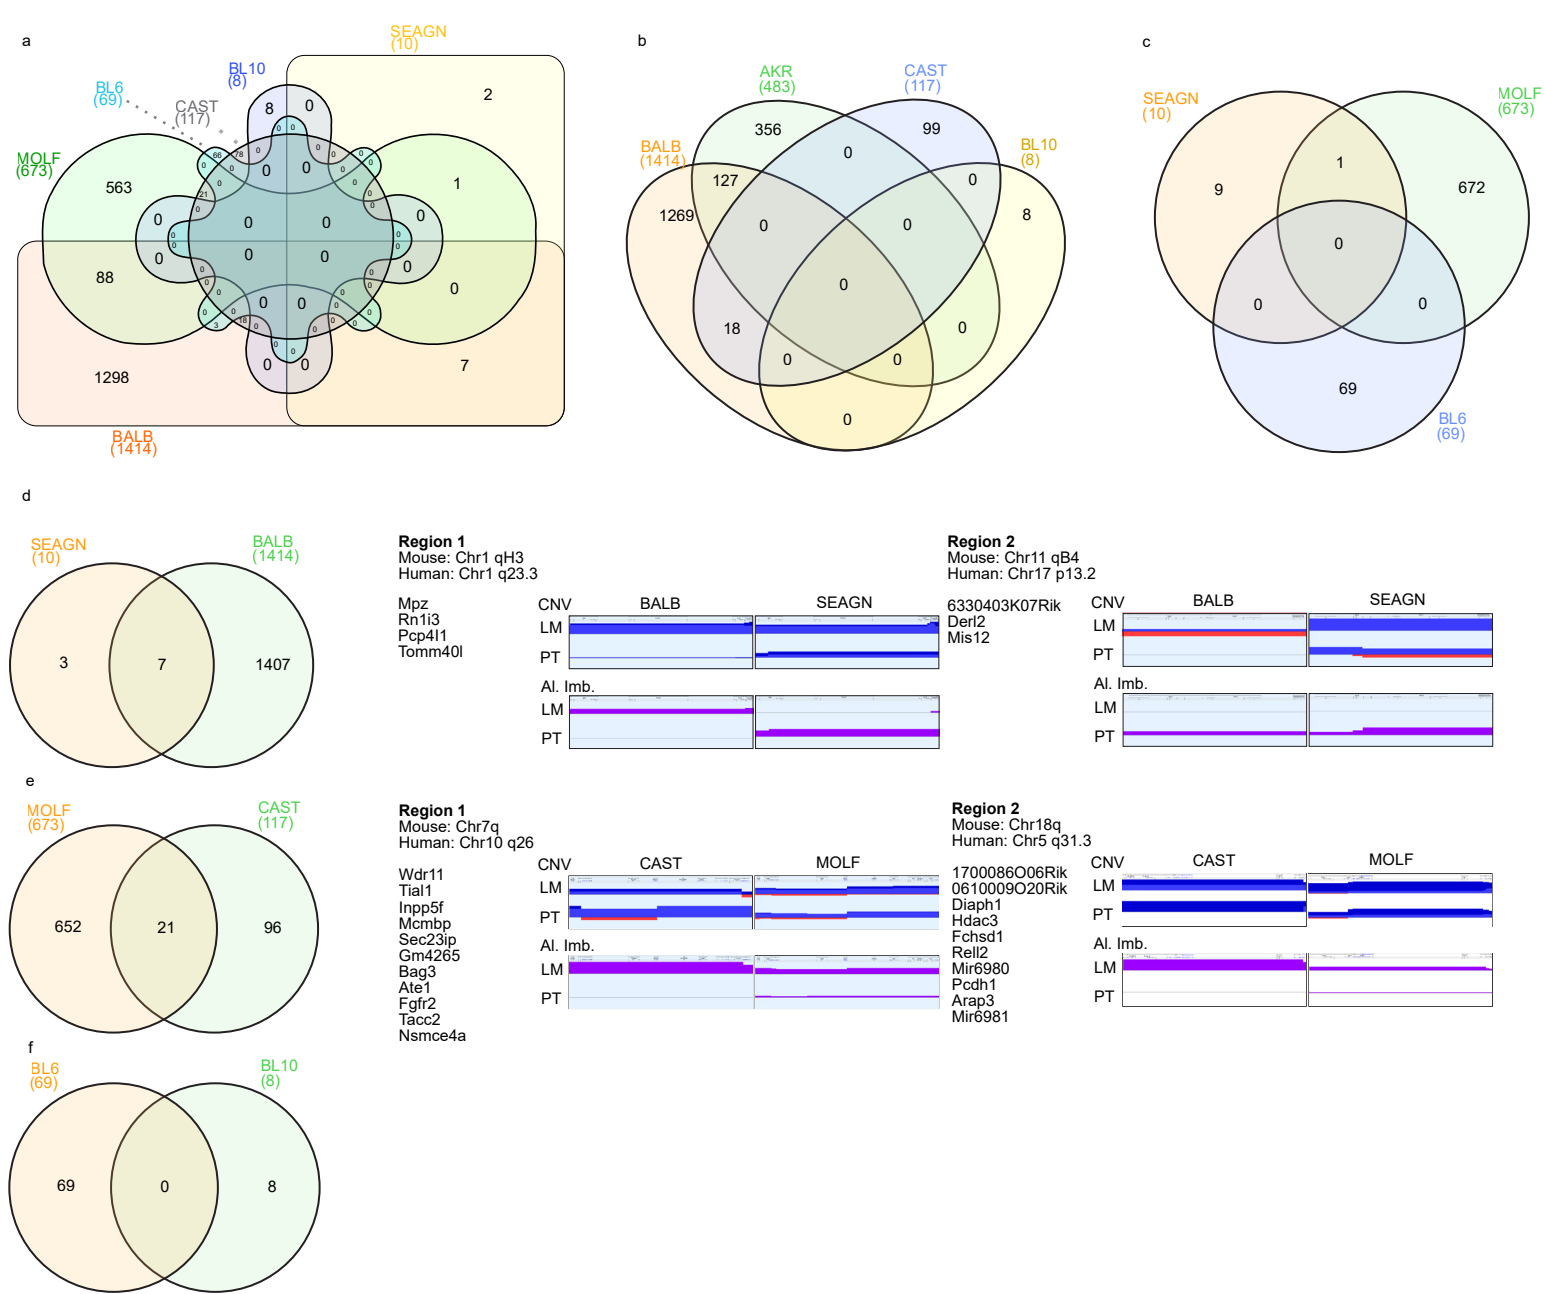

Supplemental Figure 7 Common allelic imbalance between F1-PyMT model

(a) Venn diagram analysis of gene lists within metastasis-specific allelic imbalance for each model. (b-c) Venn diagram analysis of gene lists within metastasis-specific allelic imbalance for high metastatic efficiency models (b) and low metastatic efficiency models (c). (d) Venn diagram analysis of SEAGN and BALB metastasis-specific allelic imbalance with PT and LM CNV traces from common regions of imbalance. (e) Venn diagram analysis of MOLF and CAST metastasis-specific allelic imbalance with PT and LM CNV traces from common regions of imbalance. (f) Venn diagram analysis of BL6 and BL10 metastasis-specific allelic imbalance.

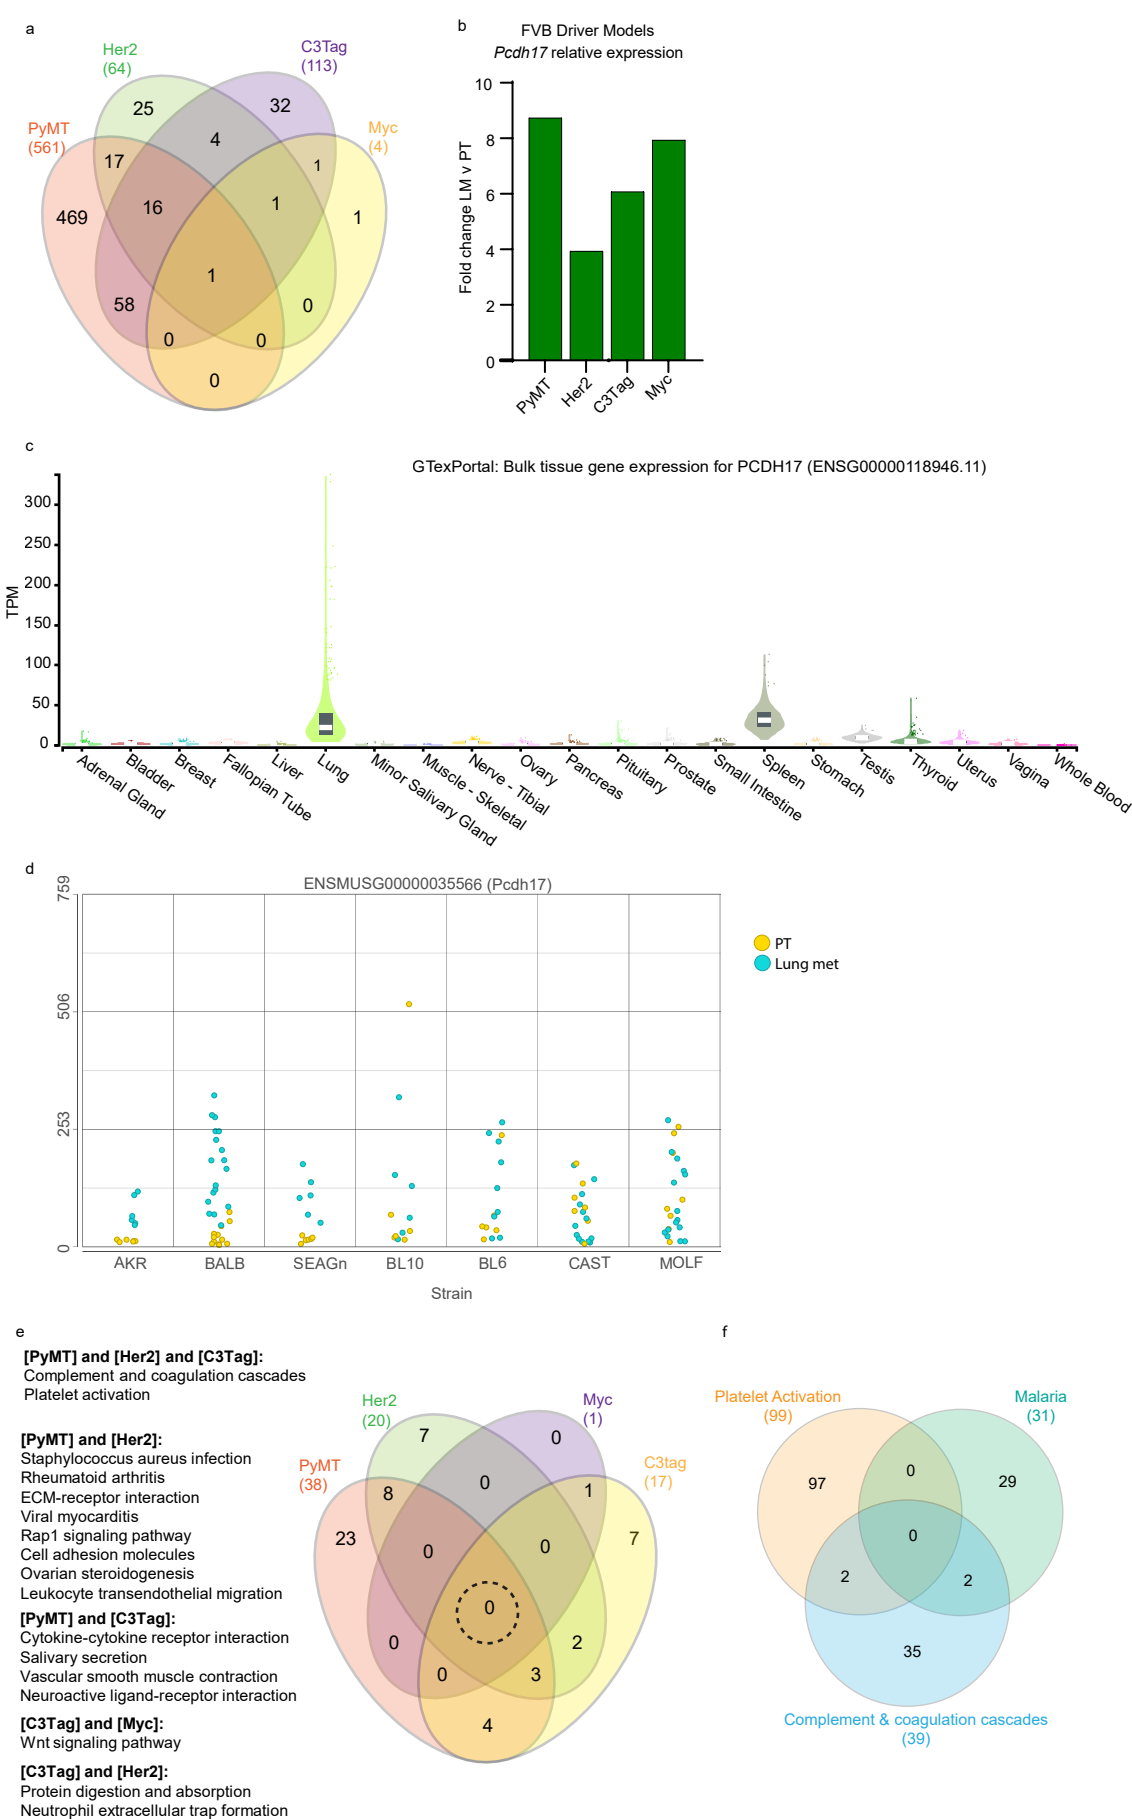

Supplemental Figure 8 MSGE in FVB driver models

(a) Venn diagram analysis of MSGE from each FVB driver model. (b) Histogram showing fold change in expression of *Pcdh17* in LM vs. PT across FVB driver models. (c) GTex portal violin plots showing tissue-specific expression of human PCHD17 (Transcript per million (TPM)). (d) Dot plot showing PyMT-F1 model expression of *Pcdh17* where the y-axis shows normalized counts. (e) Venn diagram analysis of MSGE-enriched pathways for each FVB driver model. (f) Venn diagram analysis of gene lists assigned to Platelet activation, Malaria, and Complement and coagulation cascade pathways.

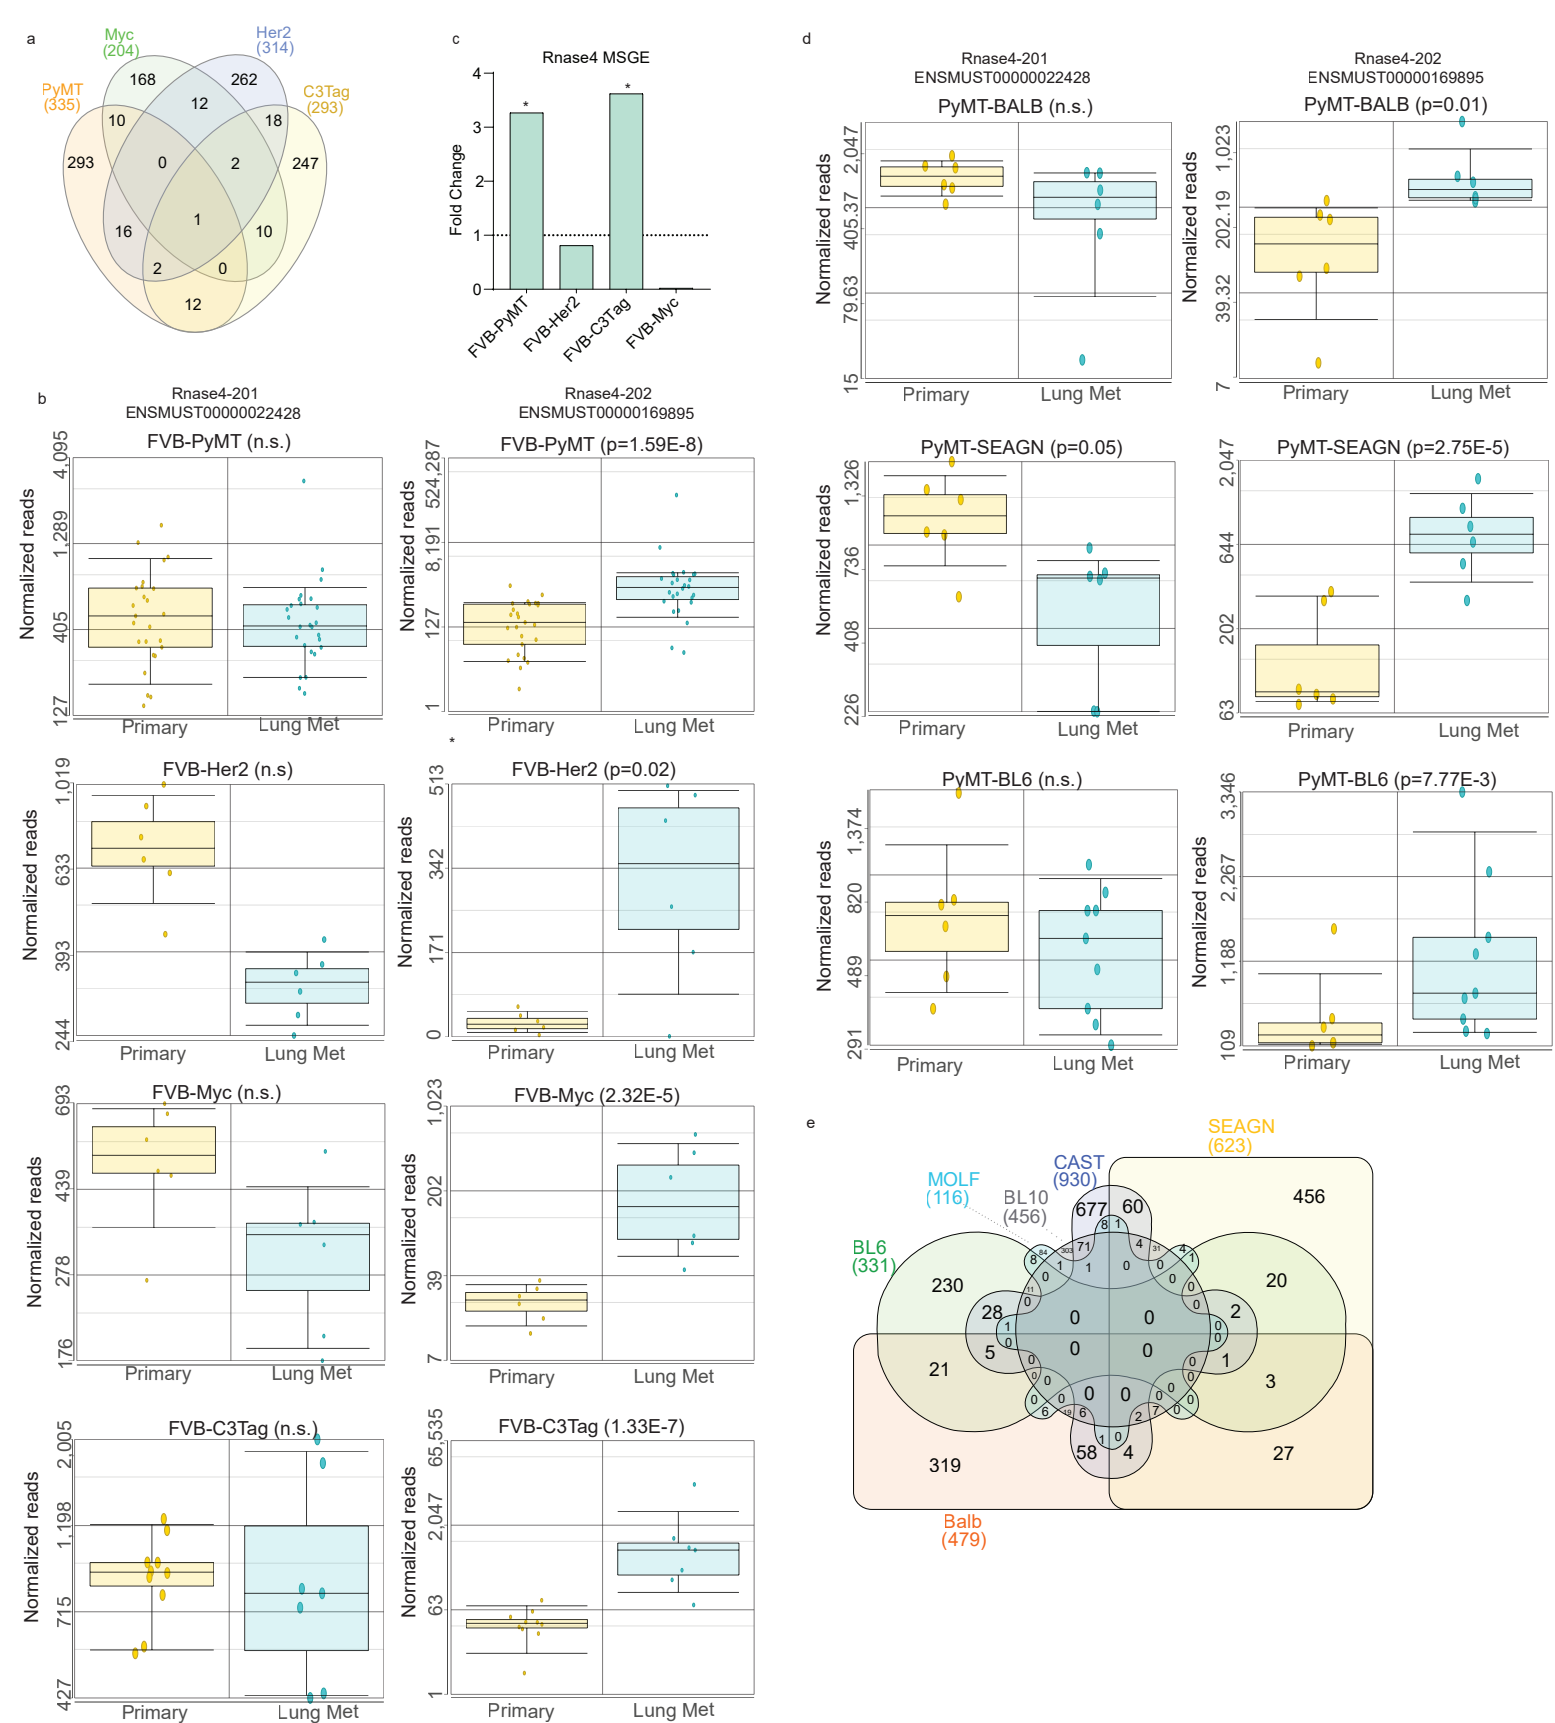

Supplemental Figure 9 RNase4 splice variant expression.

(a) Venn diagram analysis of transcript lists from LM vs. PT alternative splicing analysis in FVB driver models ( $p < 0.05$ ). (b) Paired box and whisker plots for Rnase4-201 and 202 isoform levels in PT and LM tissue from each FVB driver model. (c) Histogram showing fold change in expression of the Rnase4 gene in LM vs. PT across FVB driver models. (d) Paired box and whisker plots for Rnase4-201 and 202 isoform levels in PT and LM tissue from BALB, SEAGN, and BL6 PyMT-F1 models. (e) Venn diagram analysis of transcript lists from LM vs. PT alternative splicing analysis in PyMT-F1 models ( $p < 0.05$ ).

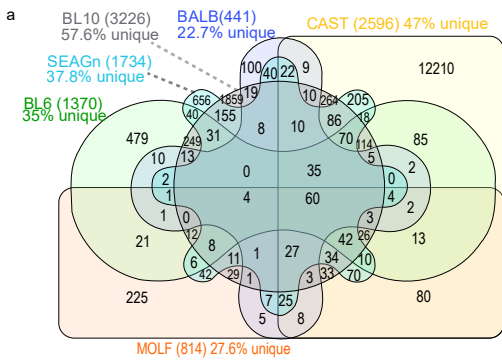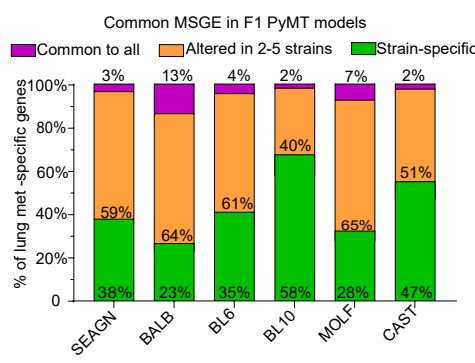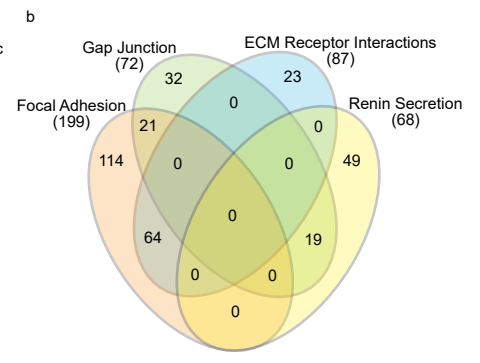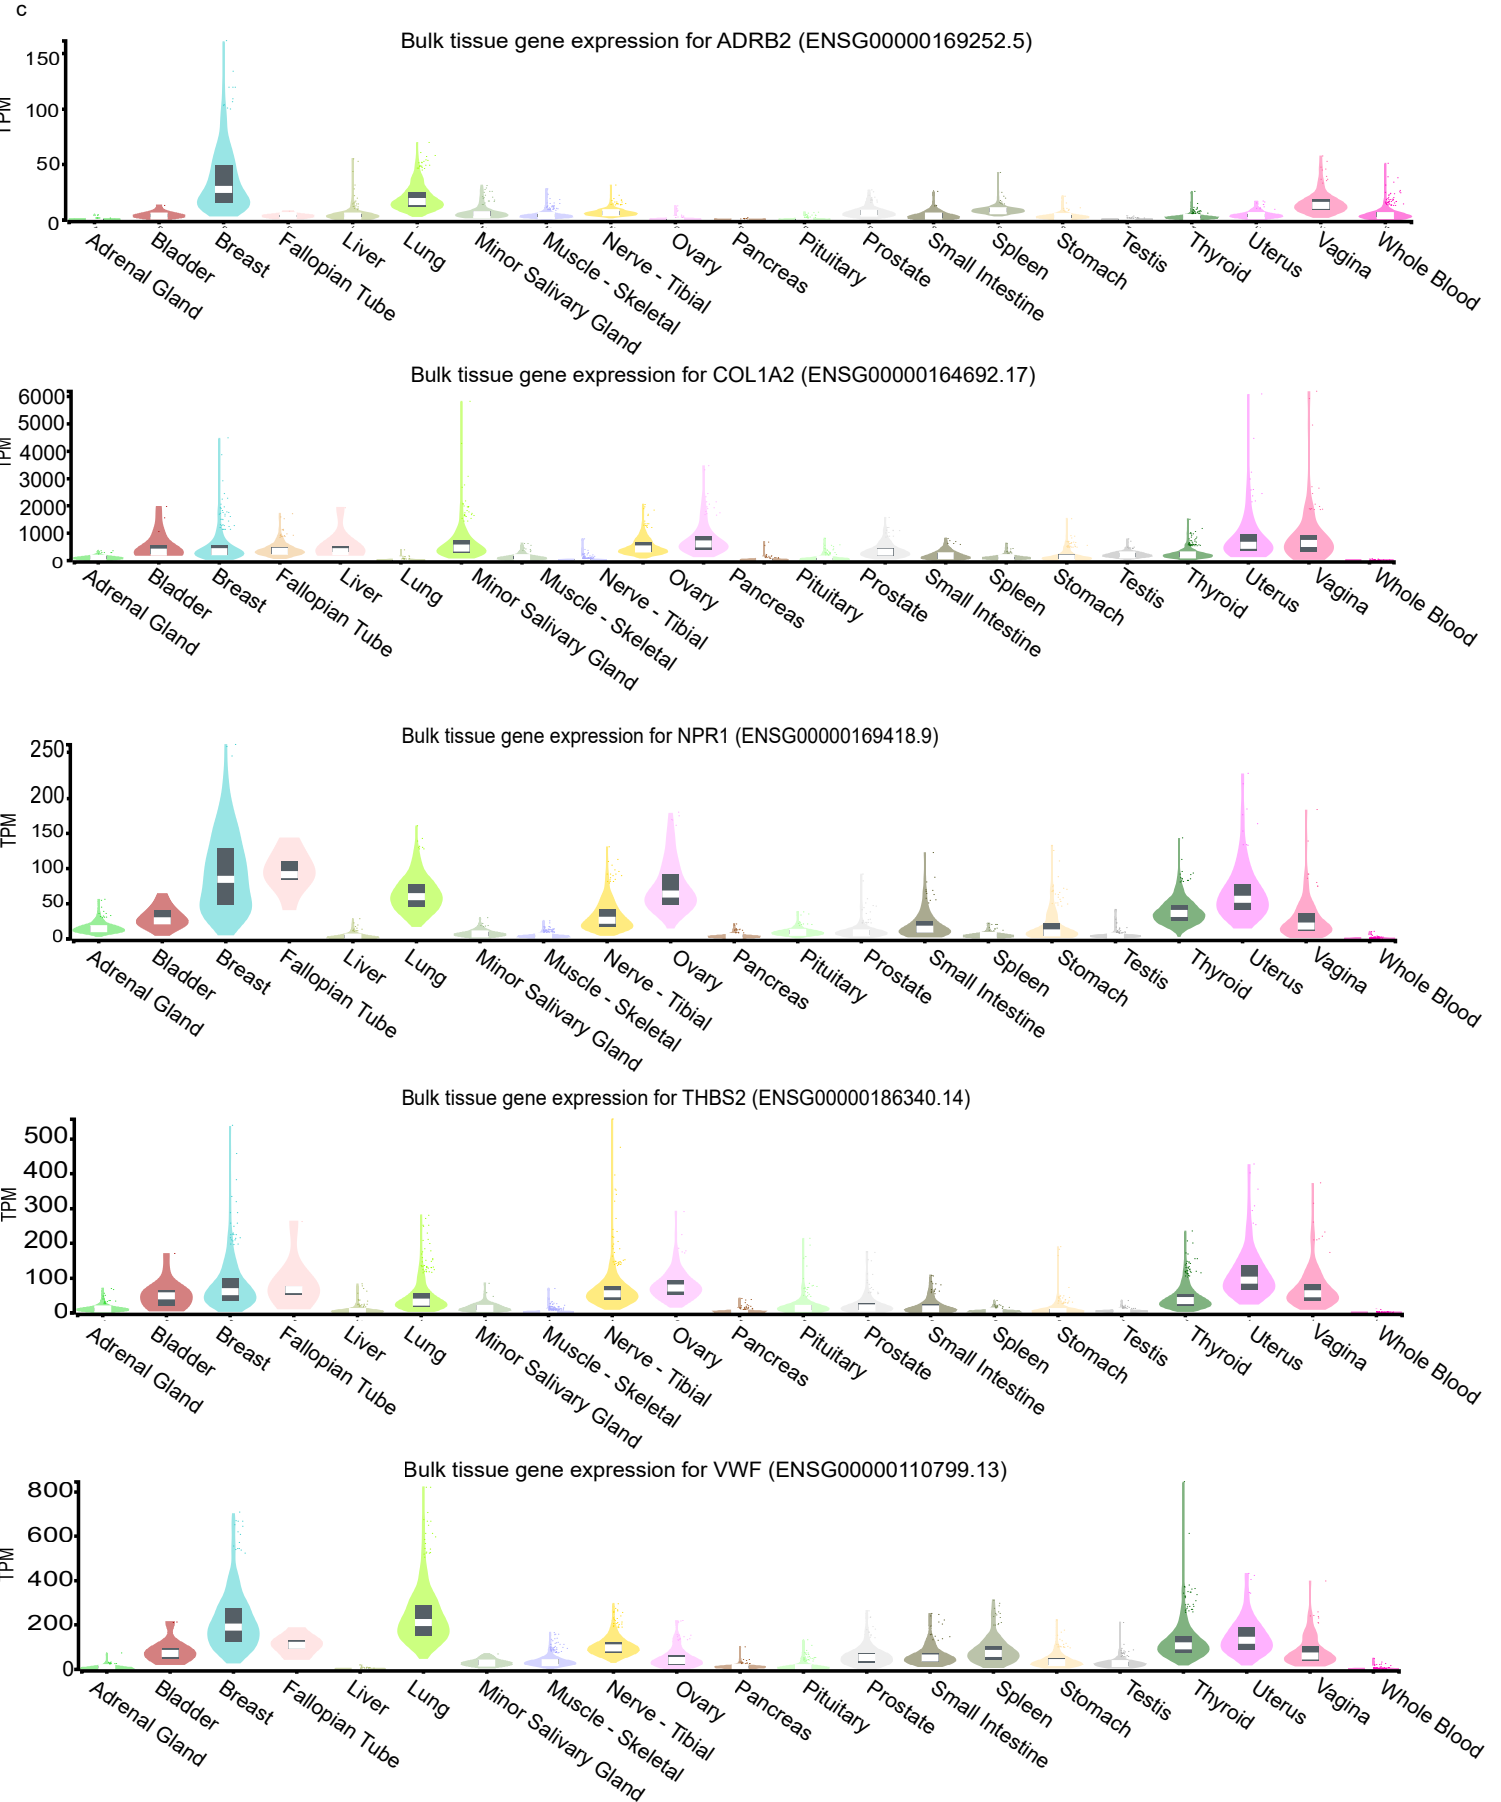

### Supplemental Figure 10 PyMT F1models common MSGE

(a) Venn diagram analysis of MSGE from each PyMT-F1 model and a histogram summarizing the extent of gene overlaps within the comparison. (b) Venn diagram analysis of the gene lists assigned to Focal adhesion, Gap junction, ECM receptor interaction, and Renin secretion pathways. (c) GTex portal violin plots showing tissue-specific expression of ADRB2, COL1A2, NPR1, THBS2, and VWF (Transcript per million (TPM)).

# Supplementary material for: Genetic background and oncogenic driver determines the genomic evolution and transcriptomics of mammary tumor metastasis
**Source:** Commun Biol. 2025 Aug 14;8:1224. doi: 10.1038/s42003-025-08624-5
**Supplement:** Supplementary file 2 — Supplementary data 1–18

**Supplementary Tables**

Supplementary table 1 - Sample numbers and attributes

Supplementary table 2 - Total number of CN aberrations and % genome with CNV for all models.

Supplementary table 3 - Type, size, and loci for aggregate CNVs in FVB-driver model PTs (Sheet 1) and Lung mets (Sheet 2), and for PyMT-F1 cohort PTs (Sheet 3) and Lung mets (Sheet 4).

Supplementary table 4 - Type and length of MSCNV for FVB-driver (Sheet 1) and PyMT-F1 (Sheet 2) cohorts.

Supplementary table 5 - MSCNV gene lists for FVB-driver (Sheet 1) and PyMT-F1(Sheet 2) cohorts.

Supplementary table 6 - DAVID functional clustering annotation analysis using 1676 common MSCNV gene list from FVB driver models.

Supplementary table 7 - GO analysis for genes within MSCNV for each FVB driver model. PyMT (Sheet1), Her2 (Sheet 2), C3Tag (Sheet 3), Myc (Sheet4). Overlapping GO terms with assigned category and -Log10(p values) (Sheet 5).

Supplementary table 8 - FVB Driver Model Heat Maps separated by pathway category. Immune Pathways (Sheet1), Metabolic Pathways (Sheet2), Developmental pathways (Sheet 3), and Other Pathways (Sheet4). Blue indicates genomic gain and red indicates genomic loss in metastatic tissue vs PT.

Supplementary table 9 - GO analysis for MSCNV-enriched genes for each F1 of the PyMT-F1 cohort. Separated by sheets 1-7.

Supplementary table 10 - Gene expression overlaps with MSCNV for each model.

Supplementary table 11 - MSGE for each individual model separated by sheets 1-11.

Supplementary table 12 - Oncogenic Driver cohort GO enrichment in MSGE for each driver model separated by sheets 1-4.

Supplementary table 13 - MSGE of FVB-PyMT, Her2, and C3Tag common pathways as heatmaps. Indicating upregulation (green), down regulation (yellow), and significance (red text) for each gene within each model.

Supplementary table 14 - Metastasis-specific splicing for each individual model separated by sheets 1-11.

Supplementary table 15 - DAVID functional clustering annotation analysis using PyMT-F1 MSGE overlap.

Supplementary table 16 - PyMT-F1 cohort GO enrichment in MSGE for each F1 model separated by sheets 1-6

Supplementary table 17 - MSGE of F1-PyMT common pathways as heatmaps. Indicating upregulation (green), down regulation (yellow), and significance (red text) for each gene within each model.

Supplementary table 18 - GO analysis of MS splicing for each model separated by sheets 1-11.

Supplementary table 19 – Statistical summary of data analyses in Figure 1 and Figure S3.

# Supplementary material for: Genetic background and oncogenic driver determines the genomic evolution and transcriptomics of mammary tumor metastasis
**Source:** Commun Biol. 2025 Aug 14;8:1224. doi: 10.1038/s42003-025-08624-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**File name:** Supplementary Data

**Description:** Combined figure panel data tabs.

# Supplementary material for: Genetic background and oncogenic driver determines the genomic evolution and transcriptomics of mammary tumor metastasis
**Source:** Commun Biol. 2025 Aug 14;8:1224. doi: 10.1038/s42003-025-08624-5
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                 |
|-----------------|---------------------------------|
| Data collection | <input type="text" value="NA"/> |
| Data analysis   | <input type="text" value="NA"/> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequence data generated or used during the project is deposited at the Gene Expression Omnibus, accession numbers GSE142387 and GSE278182, or at the Sequence Read Archive, under the Bioproject accession number PRJNA1090863

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No calculations were performed for sample size. For all studies, a minimum of 6 paired samples attempted where possible. Additional samples were sequenced when material was available and resources permitted     |
| Data exclusions | No data was excluded from the analysis                                                                                                                                                                             |
| Replication     | A minimum of six paired samples for every genotype was attempted for each genotype.                                                                                                                                |
| Randomization   | Randomization was not performed. Samples were selected based on the availability of metastases sufficiently large for sequence-quality nucleic acid isolation. No other variable for sample selection was applied. |
| Blinding        | Blinding was not relevant for this study since no treatments or manipulations were performed on the animals other than terminal tissue harvest.                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                       |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | IFemale animals from inbred mouse strains or from crosses amongst inbred strains were used in this study.                                             |
| Wild animals            | Not applicable                                                                                                                                        |
| Reporting on sex        | Since this study focuses on breast cancer, female animals were utilized for this study. Male animals were not used, other than for breeding purposes. |
| Field-collected samples | Not applicable                                                                                                                                        |
| Ethics oversight        | Animals used in this study were used under the NCI Bethesda ACUC approved Animal Study Protocol LPG-002.                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |    |
|-----------------------------|----|
| Clinical trial registration | NA |
| Study protocol              | NA |
| Data collection             | NA |
| Outcomes                    | NA |

## Plants

|                       |    |
|-----------------------|----|
| Seed stocks           | NA |
| Novel plant genotypes | NA |
| Authentication        | NA |

How the deposited data were processed for this re-analysis (not part of the article)

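RNA was sequenced from PT and Lung met tissue of the FVB Her2, FVB C3Tag, FVB Myc, AKR PyMT-F1, BALB PyMT-F1 and SEAGN PyMT-F1 models, 74 samples in all. The samples numbered 6 per tissue and model, apart from 7 per tissue in C3Tag. The authors aligned the reads in Partek Flow, counted them per gene and normalized the counts by a method the paper's text does not name, after which Gene Specific Analysis (driver models) or DESeq2 (PyMT-F1 models) compared Lung met with PT. All 6 tables analysed here are these comparisons, and none holds a value of a single sample.

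The p-value and FDR of each gene are as the authors deposited them. The ratio is the authors' normalized mean in Lung met over that in PT, and equals the quotient of both means. The signed fold change, treated as a score, was made by the authors from that ratio, with values under 1 written as minus their inverse. The group means, treated as a signal without SD or n, are the authors' least-squares means of normalized counts. The Myc table was used for p-values and FDR only, as no ratio or mean was analysed for it. The design fixed before the data were examined named a count model or limma for tables of samples and a recomputed FDR for tables of comparisons, and the last applied to all 6 tables. The depth of each sample is unknown, so no interval that needs it was computed, and the precision of each gene rests on the authors' p-values.

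From these values the Benjamini-Hochberg FDR was recomputed over the genes with a p-value. It equalled the deposited FDR in every table. MSGE were genes with p under 0.05 and FDR under 0.1 in the driver models and FDR under 0.05 in the PyMT-F1 models. Between tables, genes were joined by identifier where both used the same annotation and otherwise by a symbol that occurs once in each. Overlaps were tested with two-sided and gene lists with one-sided Fisher's exact tests, shares of higher genes with the exact binomial test, and correlations across genes with 100000 permutations. For Myc no fold change was analysed, so 10 pairs of tables, the one deposited under AKR included, were correlated. The KEGG lists are those of Supplementary Tables 13 and 17 of the paper, and Table 13 lists 99, 31 and 39 genes. Another background planned for them, the genes of all lists together, was not run. Supplementary Table 15 was not tested for enrichment, and entered only the count of marker genes found in gene tables of the paper.

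Lists of marker genes for lung epithelium, endothelium, fibroblast, adipocyte, skeletal muscle, erythroid, T cell, B cell, macrophage, myoepithelium, luminal and proliferation were fixed before the data were examined. The median log2 fold change of each list was set against 10000 random lists of the same size drawn from 20 bins of mean expression. The genes named in the text are every gene the paper names for these RNA-seq comparisons except 1 that is not reported here, every gene called in all driver models analysed here, and per model the 3 higher and the 3 lower MSGE with the smallest p-value. Marker genes and genes with extreme fold changes named besides these were chosen after their values were seen. Coordinates are from GENCODE M21 on GRCm38.

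The computations were tested on simulated data. The FDR step recovered 99.5% of the changed genes among 18208, with 2.93% of its calls being unchanged genes. The simulated genes were independent, the changed ones had a large shift, and calls used an FDR under 0.05. These shares therefore test the computation and do not give the sensitivity of the real calls. Independent gene sets gave a Fisher p under 0.05 in 4% of draws, and unchanged lists lay above the 95th percentile in 6% of 100 draws. A shared trend gave a rho of 0.486, and -0.00548 after regression, over 2000 genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Alternatives were another FDR threshold, a fold change of at least 2, a mean of at least 10, the deposited FDR, another correlation coefficient and copy number gain alone.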

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

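No paired analysis was possible because the deposited tables hold no values per sample. For the same reason the alternatives of a replicate block, DESeq2, no filter on low counts and another pseudocount were not run, and no other splits of the samples were drawn. The depth of the samples is unknown, which leaves open how far a low count of MSGE, as in Myc, reflects it. For Myc, the alternatives that need a fold change or a mean were not run, and the direction in the alternative with unadjusted p-values was required in Her2 and C3Tag only.

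Across all alternatives, 166 values kept their direction and side of the threshold or, as counts, moved by a smaller factor than the counts of C3Tag, SEAGN and shared genes given after them. Such counts still moved, as in SEAGN from 1885 to 2665 MSGE and in BALB from 490 to 679 at an FDR under 0.1, in BALB to 331 with a fold change of at least 2, and in Her2 from 295 to 201 at an FDR under 0.05. The overlap of BALB and SEAGN went from 275 to 391 genes at an FDR under 0.1. The other values are as follows. With an FDR under 0.05 in the driver models, C3Tag had 216 MSGE in place of 372, the overlap of Her2 and C3Tag was 52 genes in place of 81, and Malaria in C3Tag reached an adjusted p of 0.0703, against 6.60e-04 with a mean of at least 10. The stricter FDR calls fewer genes by its construction. With an FDR under 0.1 in the PyMT-F1 models, Gap junction reached an adjusted p of 0.0630 in BALB, where it was 0.0201 before and 0.0211 with a mean of at least 10. In the table deposited under AKR it reached 0.0274, where it was 0.0650 before and 0.0821 with a mean of at least 10. The cause was not tested. With a fold change of at least 2, SEAGN had 755 MSGE in place of 1885, and the share higher in Lung met reversed from 52.7% to 46.2%. That alternative removes genes with small changes, and the cause of the reversal was not tested. Genes at an unadjusted p under 0.05 in all 3 driver models, with the same direction in Her2 and C3Tag, numbered 100 in place of 18.

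Keeping genes with a mean of at least 10 in both, the rho between group means was lower for every pair. PT and Lung met gave 0.989 in Her2, 0.963 in C3Tag, 0.981 in BALB, 0.973 in SEAGN and 0.975 in the table deposited under AKR. The PT means gave 0.852 for Her2 with C3Tag, 0.873 for Her2 with BALB, 0.864 for Her2 with SEAGN, 0.946 for Her2 with the table deposited under AKR, 0.883 for C3Tag with BALB, 0.885 for C3Tag with SEAGN, 0.864 for C3Tag with that table, 0.989 for BALB with SEAGN, 0.890 for BALB with that table and 0.883 for SEAGN with that table. The filter removes genes of low expression by construction. With the same filter, the T cell list in SEAGN had a median log2 fold change of 0.41 and fell to the 91.5th percentile of random lists from the 95.2nd. In BALB, the median of the T cell list reversed from 0.34 over 4 genes (91.9th percentile) to -0.035 over 3 genes (47.3th percentile), as the filter left fewer genes. The shares of higher MSGE in Her2, C3Tag and BALB kept their side of 50% under a fold change of at least 2, another FDR threshold and a mean of at least 10, ranging from 69.4 to 77.1% in Her2, 83.3 to 92.0% in C3Tag and 38.7 to 43.0% in BALB.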

Differences from the paper's values

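The paper gives 64 MSGE for Her2, against 295 here at the same thresholds. It gives 113 for C3Tag, against 372, and 4 for Myc, against 48. The deposited comparisons are not the same values as those the paper lists, so the counts here describe the deposited tables. The paper's fold change of Icam1 in Her2 is 4.46, against a ratio of 4.07 in the authors' deposited table, and that of Vwf in C3Tag is 6.60, against 8.25. None of the alternatives set before the data were examined closed the gaps between the counts. An FDR under 0.05 left 201, 216 and 34 genes, a fold change of at least 2 left 226 in Her2 and 300 in C3Tag, a mean of at least 10 left 284 and 372, and the FDR as deposited gave the same counts as the recomputed one. Keeping only genes with a symbol, an alternative chosen after seeing the data, changed none of these 3 counts. For BALB and SEAGN that alternative gave 442 and 1733 genes, against about 440 and about 1700 of the paper in Fig. 5t, read by eye. Of the 64 genes the paper lists for Her2, 63 were compared here, all 63 changed in the same direction, and 51 were called.

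The paper describes an even split of higher and lower genes in Her2, where 70.8% of MSGE were higher in Lung met here. It names Pcdh17 as the gene common to its 4 driver models. Here 18 genes were called in Her2, C3Tag and Myc, of which 6 are also in the paper's PyMT list. It describes the Her2, C3Tag and PyMT gene sets of the blood-related pathways as mostly separate apart from Icam1, Vwf and Itgb2. Her2 and C3Tag shared 8 genes here. That overlap leaves out PyMT and comes from longer MSGE lists, so it is not a like-for-like difference from the paper. The paper places Egflam in the Focal adhesion list and Acer2 in the Renin secretion list, and neither symbol is in those lists of its Supplementary Table 17.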

Other observations

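The tests of length and GC content and of the adipocyte list were set before their results were seen, and all other tests in this part were chosen only afterwards. So was the rule that a marker list decides nothing where fewer than 80% of its genes were compared in any of the Her2, C3Tag, BALB and SEAGN tables, which leaves the adipocyte, skeletal muscle and lung epithelium lists open, and the rule that genes going both ways around a median near 0 decide nothing, applied to the fibroblast genes in C3Tag.

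Most genes of the vessel wall were higher in Lung met, all 18 endothelium markers in Her2 and C3Tag and 16 in BALB and SEAGN. The exceptions were Emcn, with a log2 fold change of -0.22 in BALB and -0.33 in SEAGN, and Robo4, at -0.18 and -0.08. All 18 were compared in each table, and their median log2 fold change was 0.72 in Her2, 1.44 in C3Tag, 0.62 in BALB and 0.64 in SEAGN, at the 100th percentile of random lists matched on expression in each. Over all genes 3, 12, 7 and 9 were called, and 13, 17, 10 and 13 when adjusted over the list alone. The 5 with the highest PT mean had medians of 0.59, 1.26, 0.44 and 0.63, so abundant genes moved as the list did. All 18 had a PT mean of at least 10 in the 4 tables, so the dissected PTs hold these transcripts too. The list was fixed before the data were examined. Of its genes, 8 are in gene tables of the paper and 13 in its PyMT list, so part of the list overlaps what the paper gives. A candidate explanation is endothelium of the surrounding lung in the dissected metastases. A denser vasculature within the metastases is equally open and was not tested.

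The 10 genes of the lung epithelium list compared in Her2, and 11 of 18 elsewhere, also lay at the 100th percentile in each of the 4 tables, with medians of 2.69, 4.07, 2.85 and 3.57. Ager, Lamp3, Rtkn2 and Akap5 belong to this list. Higher in Lung met were 9 of 10 genes in Her2, all 11 in C3Tag and in BALB, and 10 of 11 in SEAGN. In the authors' deposited tables Abca3 had a log2 ratio of -0.02 in Her2, 1.88 in C3Tag, 0.36 in BALB and 0.54 in SEAGN. Lyz2 had 0.81, 2.48, 2.14 and 2.46. Foxj1 had 0.94 in C3Tag, 0.26 in BALB and -0.42 in SEAGN. Other genes of the list rose more. In Her2, C3Tag, BALB and SEAGN, Sftpd had 1.21, 6.29, 5.72 and 5.59 and Napsa 3.68, 6.01, 3.54 and 4.61. Both were called in each of these models, except Sftpd in Her2 (FDR 0.448). Genes such as Sftpc, Sftpb and Sftpa1 were not analysed here. Lung epithelium in the dissected tissue and expression of these genes by the tumor cells cannot be told apart, because too few genes of the list were compared.

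A lower share of tumor epithelium as the single source would raise every other cell type alike. In Her2, BALB and SEAGN, all 3 tables, however, at least 1 of the fibroblast, adipocyte, endothelium and macrophage lists lay below 5% and another above 95% of random lists, which argues against it there. The fibroblast and endothelium lists, both of which had over 80% of their genes compared, moved apart in these 3 tables. In C3Tag, of these 4 lists only the fibroblast list lay that low, with a median of -0.19 over 6 higher and 10 lower genes, which decides nothing, so a lower share of tumor epithelium cannot be told apart there. The macrophage list lay at the 0, 98.5, 40.4 and 71.9th percentiles in Her2, C3Tag, BALB and SEAGN. In Her2 its genes went both ways, 4 higher and 7 lower, from a log2 fold change of -2.10 for Cd163 to 5.83 for Chil3. The percentile of 0 there does not describe every macrophage gene.

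Fibroblast markers were lower in Lung met, with medians of -1.34 in Her2, -1.47 in BALB and -1.97 in SEAGN, at percentile 0 in those 3 tables. Over all genes 5, 11 and 11 were called, and 12, 12 and 11 adjusted over the list alone. These counts cover both directions, and in BALB include Fn1, called with an FDR of 0.0224 though higher in Lung met. The 5 fibroblast genes most abundant in PT had medians of -1.13, -1.74 and -2.31, though not every gene was lower. Higher in Lung met were 4 of 15 genes in Her2, 2 of 16 in BALB and 2 of 16 in SEAGN. Fn1 was higher at 1.02, 0.99 and 0.36 and Pdgfra at 0.52, 0.55 and 0.44, and Sparc was higher in Her2 at 0.27. Pdgfrb had 0.07 in Her2, -0.0007 in BALB and -0.32 in SEAGN. Fibroblasts of the mammary gland in the dissected PTs are a candidate explanation there, and fewer fibroblasts within Lung mets are open and untested. In C3Tag the list lay at the 0.47th percentile with a median of -0.19, and 1 gene was called, 4 adjusted over the list alone. The 5 most abundant genes had a median of 0.011 there but went both ways, from -0.62 for Col1a1 to 1.17 for Fn1. Fibroblasts in the PTs cannot be told apart from other sources in C3Tag, because genes that go both ways around a median near 0 decide nothing. Of the 16 genes, 9 are in gene tables of the paper and 4 in its PyMT list.

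Skeletal muscle markers lay at percentile 0 in all 4 tables, with medians of -2.53, -3.45, -4.61 and -3.25, and at the 52.8th in the table deposited under AKR, but only 3 to 5 of 12 were compared. Muscle in the dissected PTs cannot be told apart from other sources with so few genes. The adipocyte list lay at the 83.3, 90.02, 98.8 and 66.8th percentiles, not at the low end that fat in the PTs would give. With 4 to 5 of 12 genes compared, fat cannot be told apart either. Without the 80% rule, these values would have argued against fat and left muscle and lung epithelium as candidate explanations.

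The remaining lists had no common direction. The proliferation list was lower in Her2 and C3Tag (percentile 0, medians -0.30 and -0.59) and higher in SEAGN (99.99th, 0.33), with 0.11 in BALB at the 87.0th percentile. The T cell list lay at the 99.5, 0.58, 91.9 and 95.2th percentiles, the luminal list at the 96.0, 0.86, 54.3 and 99.97th and the myoepithelium list at the 99.99, 0.28, 73.2 and 99.98th. The erythroid list lay at the 100th percentile in Her2 and C3Tag and was not analysed in BALB and SEAGN. The B cell list was analysed in C3Tag only among these tables, at the 98.1th percentile with 3 of 8 genes.

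The fold changes of Her2 and C3Tag correlated across genes, and so did those of BALB and SEAGN. Gene length, GC content and expression level were regressed out of both. Over the genes with values, the rho went from 0.156 to 0.163 for Her2 with C3Tag, where 99.7% of genes had values, and from 0.460 to 0.442 for BALB with SEAGN, where 83.1% had. This argues against these properties as the source of the correlations. Shared host cells in the dissected tissue and a shared response of the tumors stay open.

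The table deposited under AKR had fold changes equal to the paper's BL6 column of Supplementary Table 17 for 269 of 273 genes (98.5%), and to no other column for more than 3.49%. Only 3 of 435 genes equalled the AKR sheet of Supplementary data 11. A file that holds another model than its name says is consistent with this value of 98.5%. It had 1371 MSGE at an FDR under 0.05, 1024 higher and 347 lower in Lung met, and shared 145 with BALB and 334 with SEAGN. Called in it and in both of those were 109 genes, 108 of them in the same direction. Its adjusted p was 4.02e-05 for ECM-receptor interaction, 0.0650 for Gap junction, 5.45e-04 for Focal adhesion and 3.36e-03 for Renin secretion. Rnase4 was called in it, with an FDR of 0.0132.

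Some fold changes in the authors' deposited tables were extreme without a small p-value. In C3Tag, 11 genes had an absolute log2 ratio of at least 10, with p-values from 0.515 to 0.994, and in Her2 2 genes, with p-values of 0.0811 and 0.0929. In Myc, 692 genes had an unadjusted p under 0.05 where chance would give 895.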
